# CINC-2 and *miR-199a-5p* in EVs secreted by transplanted Thy1^+^ cells activate hepatocytic progenitor cell growth in rat liver regeneration

**DOI:** 10.1186/s13287-023-03346-z

**Published:** 2023-05-16

**Authors:** Norihisa Ichinohe, Naoki Tanimizu, Keisuke Ishigami, Yusuke Yoshioka, Naoki Fujitani, Takahiro Ochiya, Motoko Takahashi, Toshihiro Mitaka

**Keywords:** Thy1^+^ mesenchymal cells, Extracellular vesicles, Hepatocytic progenitor cells, Small hepatocytes, miR-199a-5p, CINC-2, IL17RB signal

## Abstract

**Background:**

Small hepatocyte-like progenitor cells (SHPCs) are hepatocytic progenitor cells that transiently form clusters in rat livers treated with retrorsine (Ret) that underwent 70% partial hepatectomy (PH). We previously reported that transplantation of Thy1^+^ cells obtained from d-galactosamine-treated livers promotes SHPC expansion, thereby accelerating liver regeneration. Extracellular vesicles (EVs) secreted by Thy1^+^ cells induce sinusoidal endothelial cells (SECs) and Kupffer cells (KCs) to secrete IL17B and IL25, respectively, thereby activating SHPCs through IL17 receptor B (RB) signaling. This study aimed to identify the inducers of IL17RB signaling and growth factors for SHPC proliferation in EVs secreted by Thy1^+^ cells (Thy1-EVs).

**Methods:**

Thy1^+^ cells isolated from the livers of rats treated with d-galactosamine were cultured. Although some liver stem/progenitor cells (LSPCs) proliferated to form colonies, others remained as mesenchymal cells (MCs). Thy1-MCs or Thy1-LSPCs were transplanted into Ret/PH-treated livers to examine their effects on SHPCs. EVs were isolated from the conditioned medium (CM) of Thy1-MCs and Thy1-LSPCs. Small hepatocytes (SHs) isolated from adult rat livers were used to identify factors regulating cell growth in Thy1-EVs.

**Results:**

The size of SHPC clusters transplanted with Thy1-MCs was significantly larger than that of SHPC clusters transplanted with Thy1-LSPCs (*p* = 0.02). A comprehensive analysis of Thy1-MC-EVs revealed that *miR-199a-5p*, cytokine-induced neutrophil chemoattractant-2 (CINC-2), and monocyte chemotactic protein 1 (MCP-1) were candidates for promoting SHPC growth. Additionally, *miR-199a-5p* mimics promoted the growth of SHs (*p* = 0.02), whereas CINC-2 and MCP-1 did not. SECs treated with CINC-2 induced *Il17b* expression. KCs treated with Thy1-EVs induced the expression of CINC-2, *Il25*, and *miR-199a-5p*. CM derived from SECs treated with CINC-2 accelerated the growth of SHs (*p* = 0.03). Similarly, CM derived from KCs treated with Thy1-EVs and *miR-199a-5p* mimics accelerated the growth of SHs (*p* = 0.007). In addition, although *miR-199a*-overexpressing EVs could not enhance SHPC proliferation, transplantation of *miR-199a*-overexpressing Thy1-MCs could promote the expansion of SHPC clusters.

**Conclusion:**

Thy1-MC transplantation may accelerate liver regeneration owing to SHPC expansion, which is induced by CINC-2/IL17RB signaling and *miR-199a-5p* via SEC and KC activation.

**Graphical Abstract:**

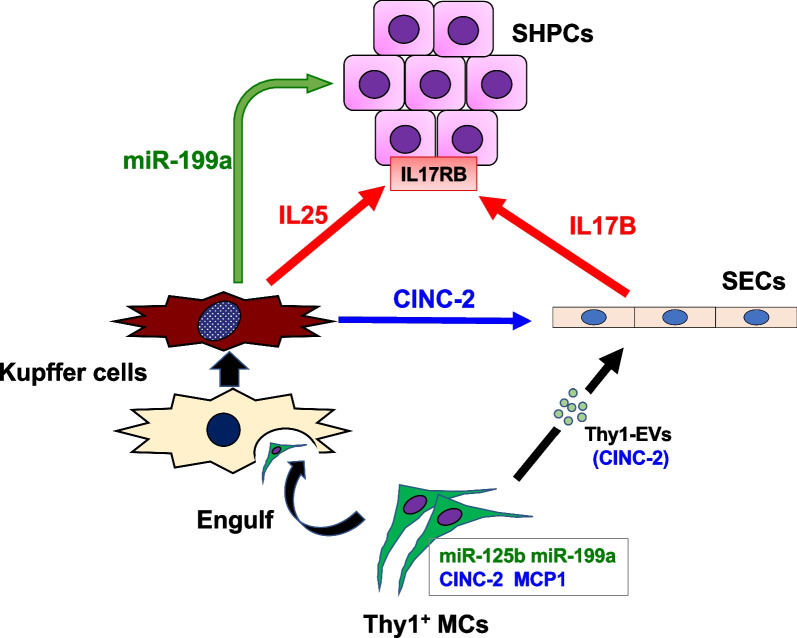

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-023-03346-z.

## Background

Thy1 (CD90) was identified as a lymphocyte marker more than 50 years ago [1]; thereafter, it has been demonstrated that Thy1 is expressed on the surface of diverse cell types [2], particularly bone marrow-derived stem cells [3]. Oval cells are liver stem/progenitor cells (LSPCs) that emerge in the regenerating livers of rats treated with hepatotoxins, such as 2-acetylaminofluorene, d-galactosamine (GalN), 3-diethoxycarbonyl-1, 4-dihydrocollidine, and dipin, in combination with or without partial hepatectomy (PH) [4–7]. Petersen et al. [8] reported that oval cells express Thy1 on their cell membranes and proposed that these cells are derived from the bone marrow [9]. However, whether Thy1 is a specific marker of oval cells is controversial [10, 11].

Small hepatocytes (SHs) are a subpopulation of hepatocytes found in rats, mice, and humans. SHs isolated from healthy adult rat [12, 13], mouse [14], and human [15, 16] livers can clonally proliferate to form colonies and differentiate into mature hepatocytes (MHs) in vitro. We previously identified CD44 as a marker of SHs [17]. In GalN-induced rat liver injury, oval cells were observed in the periportal area, which differentiated into MHs by forming basophilic small-sized cells [18, 19]. Furthermore, we observed Thy1^+^ cells in the periportal area 2 days after GalN treatment. Immediately after the emergence of Thy1^+^ cells, CD44^+^ cells transiently appeared near the periportal area between Thy1^+^ cells and resident hepatocytes. CD44^+^ cells were then found to differentiate into MHs and lose CD44 expression [17, 20, 21]. The sequential histological alterations in GalN-treated livers were verified using sorted cells. When Thy1^+^ cells isolated from the liver at 2 days after GalN treatment were plated on culture dishes, most cells showed proliferation and fibroblast-like features. Subsequently, epithelial cell colonies appeared and expanded. Although a few colonies appeared, the cells expressed CD44 and Thy1, and were morphologically similar to SHs; they were termed as hepatocytic progenitor cells (HPCs) [20, 21]. The number of Thy1^+^ cells that could form epithelial colonies increased in the Thy1^+^ cell population isolated from the livers 3 days after GalN treatment. Thy1^+^ cells comprised epithelial colonies that sequentially converted their phenotypes from Thy1^+^/CD44^−^ to Thy1^−^/CD44^+^ through Thy1^+^/CD44^+^ and then differentiated into MHs [20, 21]. The other Thy1^+^ cells can proliferate and maintain a fibroblast-like appearance. The fibroblastic cells expressed desmin in their cytoplasm and were reported to be hepatic myofibroblasts [10, 11]. We termed these fibroblastic cells as mesenchymal cells (MCs).

Retrorsine (Ret) severely inhibits the replication of MHs. Therefore, the administration of Ret before PH suppresses liver regeneration. In Ret/PH-treated rat livers, small hepatocyte-like progenitor cells (SHPCs) emerge and aid the recovery of lost tissue [22, 23]. Although SHPCs expand rapidly, they require approximately 1 month to recover the original liver volume [22]. The morphology of SHPCs is similar to that of MHs; however, their size is much smaller than that of MHs. They share some phenotypic characteristics with fetal hepatoblasts, oval cells, and MHs; however, their origins remain unclear [24–26].

We previously reported that the transplantation of Thy1^+^ cells isolated from GalN-treated livers increased the number and size of SHPC clusters in Ret/PH-treated rat livers [27]. A comprehensive analysis of gene expression revealed that the transplantation of Thy1^+^ cells upregulated the expression of interleukin 17 receptor B (IL17RB) in SHPCs. IL17B and IL25, which are ligands of IL17RB, were expressed by sinusoidal endothelial cells (SECs) and Kupffer cells (KCs), respectively. Furthermore, we demonstrated that SHPC growth was stimulated by the administration of the extracellular vesicles (EVs) secreted by cultured Thy1-MCs via IL17RB signaling. Nevertheless, it remains unclear how Thy1-EVs activate IL17RB signaling to induce SHPC growth in the local environment of recipient livers. In the current study, we demonstrated that *miR-199a-5p*, *miR-125b-5p*, cytokine-induced neutrophil chemoattractant-2 (CINC-2), and monocyte chemotactic protein 1 (MCP-1) are abundant in Thy1-EVs. CINC-2 promotes IL17B expression in SECs. Additionally, Thy1^+^ cells induce the secretion of EVs containing *miR-199a-5p* and CINC-2 in KCs to promote SHPC proliferation and IL17B production in SECs, respectively. Hence, the acceleration of liver regeneration by transplanting Thy1-MCs may result from SHPC expansion activated by CINC-2/IL17RB signaling and *miR-199a-5p*.

## Methods

### Animals

F344 rats are inbred strains, and it is well known that immunological rejection of donor cells rarely occurs in cell transplantation experiments. Female F344/DuCrlCrlj rats (8 weeks old; Charles River Japan, Yokohama, Japan) were used as recipients. Male F344/Nslc rats (8–10 weeks old; Sankyo Lab Service Corporation, Inc., Tokyo, Japan) were used for obtaining donor cells. The F344/DuCrlCrlj strain genetically lacks dipeptidyl peptidase IV (DPPIV), whereas the F344/Nslc strain is wild and exhibits DPPIV expression. To identify donor cells in the recipient livers, we used DPPIV-positive cells isolated from F344/Nslc rat livers as donor cells and F344/DuCrlCrlj rats as the recipient. DPPIV-positivity can be demonstrated immunohistochemically and enzymohistochemically [28, 29]. All animals received appropriate care, and the experimental protocol was approved by the Committee of Laboratory Animals (Approval No.: 17-032, 17-033, 17-034, 19-055, and 20-058). The study was in line with the guidelines stipulated by Sapporo Medical University. For GalN-induced liver injury, GalN (75 mg/100 g body weight dissolved in phosphate-buffered saline [PBS]; Acros, Geel, Belgium, http://www.acros.com) was intraperitoneally administered. For the transplantation experiment, female F344 rats were administered two intraperitoneal injections of Ret (30 mg/kg body weight; Sigma-Aldrich, Co., St. Louis, MO, www.sigma-aldrich.com) at an interval of 2 weeks [22, 29]. Two weeks after the second injection, 70% PH was performed. Sorted Thy1^+^ (5 × 10^5^) cells and isolated EVs obtained from cultured Thy1^+^ cells were administered to Ret/PH livers (DPPIV^−^ rat) through the spleen. Forty rats were randomly divided into control and seven target groups (five rats per group). Twenty-seven rats were employed for cell isolation experiments. Accordingly, 67 rats were used in this study. The humane endpoints were established and monitored in accordance with the guidelines stipulated by Sapporo Medical University. No rats exhibited any signs of the established endpoints in this study. For histological analyses, rats were euthanized by incising the inferior vena cava via PBS perfusion under anesthesia, and the livers were resected for histological analyses. For all treatment methods, rats were anesthetized using a mixture of O_2_/N_2_ (1:1) and isoflurane.

### Sorting and culture of cells isolated from the liver

The isolation and subculture methods have been described previously [21, 27, 28, 30, 31]. Briefly, liver cells were isolated from DPPIV^+^ rats using the two-step collagenase perfusion method [17], following which the cell suspension was centrifuged at 50×*g* for 1 min. The supernatant and precipitate were used for isolating Thy1^+^ cells and MHs, respectively. Thy1^+^ cells were isolated from injured livers 3 days after GalN treatment (GalN-D3) [27]. SHs, MHs, SECs, and KCs were isolated from the liver of a healthy rat (8–12 weeks old). The cells were cultured as previously described [21] and then sorted via magnetic cell sorting. Mouse anti-rat Thy1 (Serotec, Raleigh, NC), mouse anti-rat SE-1 (Immuno-Biological Lab., Takasaki, Japan), and mouse anti-rat CD68 (Serotec) antibodies were used as primary antibodies for sorting Thy1^+^ cells, SECs, and KCs, respectively (Additional file 2: Table S1). SHs were isolated from a healthy liver as previously described [27]. After enumerating viable cells using the trypan blue exclusion test, cells were plated on each culture dish at a density of 1 × 10^5^ cells/mL. Thy1^+^ cells were plated on 10-cm culture dishes coated with rat tail collagen. SECs and KCs were plated on a 24-well plate coated with rat tail collagen. Furthermore, SHs were plated on hyaluronic acid (Sigma-Aldrich Co., St. Louis, MO)-coated dishes (1 mg/35-mm dish). SHs were cultured for 10 days and then subcultured on Matrigel-coated 12-well plates as previously described [31, 32]. The cells were cultured in DMEM/F12 medium (Sigma-Aldrich) supplemented with 20 mM HEPES (Dojindo Chemical Laboratories, Kumamoto, Japan), 25 mM NaHCO_3_ (Kanto Chemical Co. Inc., Tokyo, Japan), 30 mg/L l-proline (Sigma-Aldrich), 0.1% bovine serum albumin (Serologicals Proteins Inc., Kankakee, IL), 10 mM nicotinamide (Sigma-Aldrich), 1 mM ascorbic acid 2-phosphate (Fujifilm Wako Pure Chem., Osaka, Japan), 10 ng/mL epidermal growth factor (BD Biosciences, Bedford, MA), ITS-X (BD Biosciences), 10^−7^ M dexamethasone, and antibiotics. The medium was replenished every alternate day.

### Separation of Thy1-MCs

The separation methods have been described previously [20, 21]. Thy1^+^ cells obtained after GalN-D3 treatment were seeded into 10-cm culture dishes and cultured for 7 days. The proliferated cells comprised epithelial cells and MCs (Fig. 1A). The epithelial cells formed colonies resembling normal SHs and exhibited the morphological characteristics of LSPCs. These colonies were detached and collected from the dish using a cell dissociation buffer on day 7. The remaining MCs on the dish were detached using 2% trypsin/0.02% EDTA/PBS. Subsequently, viable cells were enumerated, and epithelial cells and MCs (5 × 10^5^ cells/mL) were transplanted into Ret/PH-treated rat livers through the spleen. For isolating EVs, separated epithelial cells and MCs (1 × 10^6^ cells) were seeded into 10-cm dishes and cultured in a serum-free medium for 2 days. EVs were isolated from the conditioned medium (CM).

**Fig. 1:**
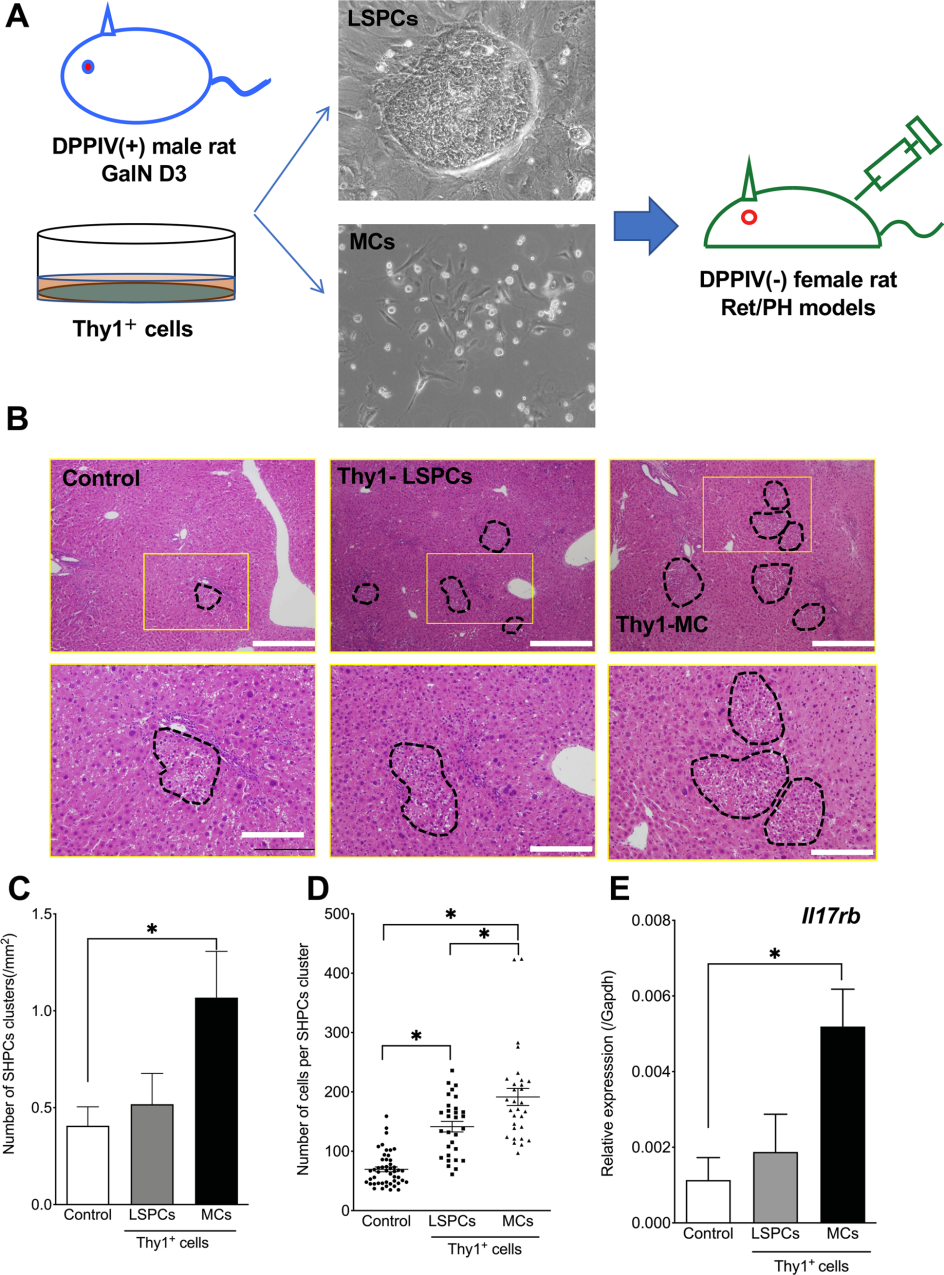
Transplantation of Thy1-LSPCs and Thy1-MCs to Ret/PH-treated rat livers. **A** Schematic diagram showing the cell transplantation method. **B** Photos of SHPC clusters (black dotted lines) in hematoxylin–eosin (HE)-stained livers transplanted with control (left), Thy1-LSPCs (center), and Thy1-MCs (right). Inset depicts enlarged typical SHPCs (yellow square) in livers with and without Thy1^+^ cell transplantation. Fine fat droplets (empty vesicles) are observed in the cytoplasm of SHPCs. Scale bar, 500 μm. **C** The number of SHPC clusters per area and **D** area of the cluster were measured 14 days after transplantation. **E** *Il17rb* expression in SHPCs of livers that underwent Thy1^+^ cell transplantation was verified via qRT–PCR. Asterisks indicate significant differences at *p* < 0.05

### Flow cytometry

To characterize Thy1^+^ cells, flow cytometry was performed as previously reported [32]. Briefly, Thy1^+^ cells were cultured for 7 days, trypsinized, and centrifuged at 150×*g* for 5 min. After removing the supernatant, the pellets were washed with PBS and incubated with mouse anti-rat antibodies against CD90, CD73, and CD44 in DMEM containing 10% FBS for 30 min at 4 °C. The pellets were collected and centrifuged at 150×*g* for 5 min. After washing with PBS containing 2% FBS (wash buffer), the pellets were incubated with rabbit anti-mouse IgG (H + L) antibodies conjugated with Alexa Fluor 488 in DMEM containing 10% FBS for 30 min at 4 °C (Additional file 2: Table S1). The pellets were washed again after centrifugation. Subsequently, they were suspended in a wash buffer containing propidium iodide solution and were passed through a 35-µm cell strainer (Falcon, Corning Inc). The cells were analyzed using FACSCanto flow cytometer (BD Biosciences, San Jose, USA). All antibodies used in this study are listed in Additional file 2: Table S1. Data were analyzed using Kaluza Flow Cytometry Software version 1.1 (Beckman Coulter, Inc., Brea, USA).

### Immunohistochemistry

The antibodies used for immunohistochemistry are listed in Additional file 2: Table S1. Recipient rats were euthanized 14 days after transplantation and their livers were immediately harvested and sliced on ice. Five-mm thin sections were embedded in Tissue-Tek (Sakura Finetechnical Co., Tokyo, Japan), frozen in isopentane/liquid nitrogen, and stored at − 80 °C until use. Some sections were fixed in 10% paraformaldehyde/buffered PBS. Enzyme- and immuno-histochemistry for DPPIV were performed to identify donor cells [20, 28]. SHPCs in Ret/PH-treated rat livers were identified as clusters containing > 10 small-sized hepatocytes, and areas covered by SHPCs in the livers were measured using cellSens Dimension software (OLYMPUS Corp., Tokyo, Japan).

### Laser microdissection and gene expression analysis

SHPC clusters in recipient livers were obtained via laser microdissection, according to the manufacturer’s protocol [27, 32]. Total RNA was isolated from the collected cells using RNeasy Mini Kit (Qiagen, Hilden, Germany). Briefly, 7-μm-thick frozen sections were prepared from liver tissues and stained with hematoxylin. SHPC clusters were dissected under a microscope using an ultraviolet laser (MMI CellCut; Molecular Machines & Industries, Glattbrugg, Switzerland). Further, the gene expression patterns were analyzed using quantitative reverse transcription polymerase chain reaction (qRT–PCR).

### MicroRNA (miRNA) extraction, microarray analysis, and qRT–PCR

Microarray analysis of miRNAs has been previously described [32]. miRNAs were extracted from EVs using Qiazol lysis reagent and miRNeasy mini kit (Qiagen). A comprehensive analysis of miRNA expression was performed using 3D-Gene miRNA Labeling kit and 3D-Gene miRNA Oligo Chip (Toray Industries, Inc. Tokyo, Japan), which was designed to detect 727 miRNA sequences registered in miRBase release 20. For gene expression analysis, miRNAs were transcribed into cDNA using TaqMan MicroRNA Reverse Transcription kit (Applied Biosystems, Foster City, USA) and reverse transcription primers provided with TaqMan miRNA assay kit (Applied Biosystems). The cDNA products were analyzed using TaqMan miRNA sequence-specific probes for U6 small nuclear 2 (*U6*), *miR-125b-5p* (*miR-125b*), *miR-145-5p* (*miR-145*), *miR-199a-5p* (*miR-199a*), *miR-451-5p* (*miR-451*), *miR-3473-5p* (*miR-3473*), and *let-7f* Premix Ex Taq (Takara) and the ABI Prism 7500 sequence detection system (Applied Biosystems) [32]. The primers used in this study are listed in Additional file 2: Table S2. All miRNA microarray data are registered in the GEO database (Accession No. GSE222517).

### qRT–PCR

The details of qRT–PCR analysis have been previously reported [27, 32]. Briefly, RNA was reverse-transcribed using OmniScript RT Kit (Qiagen) and random hexamers as primers. qRT–PCR analyses were performed using TaqMan RNA sequence-specific probes and Premix Ex Taq (Takara). The reactions were performed in triplicate in 96-well optical plates for all samples using ABI Prism 7500 cycler (Applied Biosystems). The relative expression of each gene was normalized to that of the control *GAPDH*. The primers used in this study are listed in Additional file 2: Table S2.

### Morphological analyses of cultured cells

The details of morphological analyses have been previously reported [27, 32]. The cultured cells were photographed under a phase-contrast microscope equipped with a CCD camera (Olympus Corp., Tokyo, Japan) to enumerate the colonies and cells per colony. After randomly selecting ten fields per dish or well, at least three dishes or wells were analyzed per experiment and at least two independent experiments were performed. All acquired images were analyzed using cellSens Dimension software (OLYMPUS Corp.).

### Measurement of the labeling index (LI)

According to previous studies [27, 32], cultured cells were treated with 40 µM 5-bromo-2ʹ-deoxyuridine (BrdU) for 18 h before fixation. The cells were fixed with absolute cold ethanol for 15 min and incubated first with 2 N HCl for 30 min at room temperature (RT) and then with 0.6% hydrogen peroxide in absolute methanol for 30 min at RT. The cells were blocked with BlockAce for 30 min at RT and incubated with a mouse anti-BrdU antibody for 60 min. The cells were washed with PBS and subsequently incubated with a biotinylated anti-mouse antibody (Vector Laboratories, Burlingame, CA) for 30 min at RT. Then, the cells were incubated with an avidin–biotin complex solution (VECTASTAIN ABC kit; Vector Laboratories) and treated with 3,3-diaminobenzidine for color development. Cells with BrdU-positive nuclei were enumerated to determine LI.

### Isolation of EVs

EVs were separated from CM as previously described [32, 33]. Thy1^+^ cells were cultured for 5 days and washed with PBS, and CM was replaced with serum-free DMEM (Sigma-Aldrich Co.). After 48 h, CM was collected and centrifuged for 10 min at 2000×*g* and 4 °C. The supernatant was filtered through a 0.22-μm filter (Millipore, Billerica, USA) to remove cellular debris. To prepare EVs, CM was ultracentrifuged for 70 min at 110,000×*g* and 4 °C [32, 33]. The supernatant contained CM without EVs (CM-EVs), and the precipitate was resuspended in 200 µL of saline. The concentration of EVs was measured using NanoDrop 1000 spectrometer (Thermo Fisher Scientific, Inc, Waltham, MA), and protein concentrations were determined using BCA assay kit (Thermo Fisher Scientific, Inc.).

### Mass spectrometry (MS)

To characterize EVs, proteome analysis was performed using MS. Aliquots containing 15 μg of total protein extracted from EVs were reductively alkylated with 10 mM dithiothreitol (Fujifilm Wako, Japan) followed by treatment with 20 mM iodoacetamide (Fujifilm Wako). The reductively alkylated proteins were digested with 0.75 μg of sequence grade trypsin/Lys-C (Promega, WI, USA) for 16 h at 37 °C. The resultant peptides were desalted with a styrene divinylbenzene polymer tip column (GL Science, Tokyo, Japan). The desalted peptides were completely evaporated using a centrifugal evaporator. Finally, the obtained peptides were redissolved in 10 μL of ultrapure water containing 0.1% formic acid. This sample solution was subjected to MS using Orbitrap Q Exactive Plus (Thermo Fisher Scientific, Inc.) coupled to the EASY-nLC system equipped with a C18 column (0.075 mm × 125 mm, Nikkyo Technos, Tokyo, Japan). The sample was eluted using an acetonitrile gradient from 0 to 30% within 90 min at a flow rate of 300 nL/min. All data were obtained in a data-dependent mode, and tandem MS (MS/MS) was performed based on high energy collision-induced dissociation. The MS/MS data were processed using MaxQuant software 1.6.3.3 [34]. Peptide searches were performed by referring to the proteomic data of *Rattus norvegicus* obtained from UniProtKB (https://www.uniprot.org/). The proteomic data are registered in the Proteome Xchange Consortium database (Accession No: PXD039384).

### Administration of EVs to Ret/PH livers

Thy1^+^ cells were cultured for 7 days. Then, the cells and CM were used for transplantation and EV isolation, respectively. The number of EVs secreted by 5 × 10^5^ donor Thy1^+^ cells in 48 h was estimated. The pellet obtained after ultracentrifugation of CM was resuspended in 200 µL of saline and administered to recipient livers through the spleen using a low dead-space syringe with a 21-gauge needle (NIPRO, Tokyo, Japan) [32].

### Transfection of miRNA mimics into cultured SHs

SHs cultured on Matrigel-coated 12-well plates at a density of at 5 × 10^4^ cells/well were transfected with TaqMan miRNA mimics corresponding to *miR-125b-5p* (Applied Biosystems, MC), *miR-145-5p* (miR-145), *miR-199a-5p* (miR-199a), *miR-451-5p* (miR-451), *miR-3473-5p* (miR-3473), and *miR-let-7f* as well as negative controls (final concentration: 50 nM; Applied Biosystems, Cat No. 4464058). Transfection was performed using Lipofectamine RNAiMAX (Invitrogen, Carlsbad, USA) according to the manufacturer’s instructions [32]. After 2 days, the medium was replenished, cells were cultured for 5 days, and colony growth was evaluated.

### Analysis of cytokine content

Isolated EVs were lysed in RIPA buffer containing 1 mM protease inhibitors (Sigma-Aldrich). The resulting lysates were assayed to detect Thy1-MC-derived proteins using a custom-designed Quantibody rat-specific protein array (RayBiotech, Peachtree Corners, USA, cat. No. QAR-CAA-67) at Cosmo Bio, Ltd. (Tokyo, Japan) [32].

### Overexpression of miR-199a-5p in EVs derived from Thy1^+^ cells using lentivirus

Transfection was performed using XMIRXpress vector (SBI System Biosciences) according to the manufacturer’s instructions [32, 35]. Briefly, 293 TN (3 × 10^6^) cells were inoculated into 75-cm^2^ culture flasks. Then, 2 µg of transfer plasmid (*miR-125b-5p*, *miR-199a-5p*, or nontarget miRNA) and 20 µL of pPACKH1 plasmid were mixed with 800 µL of serum-free DMEM in tubes via pipetting. Next, 24 µL of PureFection reagent (SBI System Biosciences) was added to the tubes, vortexed vigorously, and incubated at RT for 15 min. The mixtures were added dropwise into the flask and swirled to disperse evenly. After 2 days, media were collected in 12-mL tubes and centrifuged at 3000×*g* for 15 min to remove cell debris. The viral supernatant was added to the culture medium. EVs produced via transfected MCs were collected and analyzed for the expression of *miR-125b-5p* and *miR-199a-5p* using qRT–PCR. The ability of EVs to induce SHPC growth in Ret/PH rat models was analyzed.

### Effects of miR-199a mimics as well as CM derived from SECs treated with CINC-2 and KCs treated with Thy1-EVs on SH growth

SECs and KCs isolated from a healthy rat liver were cultured on type I collagen-coated 12-well plates (Corning Inc). Three hours after seeding, the culture medium of SECs and KCs was replaced with a medium containing CINC-2 or Thy1-EVs and *miR-199a* mimics, respectively. These cells were cultured for 2 days, and CM was obtained. Next, 100 μL of CM was added to the SH culture medium, and SHs were then cultured for 7 days. CINC-2-treated SEC-CM was continuously added for 7 days. Contrarily, KC-CM treated with Thy1-EVs was added only for the initial 2 days. The size of SH colonies was measured 7 days after plating.

### Statistical analysis

Array data were analyzed using MultiExperiment Viewer software (https://mev.tm4.org/). Microarray data were analyzed using Student’s *t* test. All other data were compared using Tukey’s multiple comparison test. Statistical analyses were performed using GraphPad Prism software (GraphPad Software, La Jolla, CA). A *p *value of < 0.05 was considered to indicate statistical significance. The experimental results are expressed as mean ± standard error.

## Results

### Thy1-MCs accelerated SHPC growth through IL17RB signaling

Recipient livers were histologically examined 14 days after the transplantation of Thy1-positive cells. There were more SHPC clusters containing small cells in livers transplanted with Thy1-MCs than in those transplanted with Thy1-LSPCs and nontransplanted liver controls. SHPC clusters were randomly distributed in liver lobules and were not limited to a specific area (Fig. 1B). The number of clusters in livers transplanted with Thy1-MCs was approximately twofold higher than that in the control (Fig. 1C). The number of cells per cluster was significantly higher in Thy1-MCs than in Thy1-LSPCs and controls (Fig. 1D).

Thy1-EVs have been reported to induce SHPC growth through IL17RB signaling in Ret/PH-treated rat livers [27]. To verify IL17RB expression in SHPCs, we first performed qRT–PCR and revealed that SHPCs derived from livers transplanted with Thy1-MCs showed significantly increased *Il17rb* expression compared with those derived from livers transplanted with Thy1-LSPCs (Fig. 1E). Next, we performed double immunohistochemistry for IL17RB and HNF4α, which revealed that many SHPCs in livers transplanted with Thy1-MCs were strongly stained with the anti-IL17RB antibody; however, the intensity of expression varied between the two clusters (Fig. 2A). Although most HNF4α^+^ hepatocytes, including SHPCs, in livers with or without Thy1-MCs express IL17RB, the level of IL17RB expression was considerably higher in SHPCs transplanted with Thy1-MCs than in other hepatocytes. Additionally, we analyzed the expression of the IL17RB ligand IL17B using immunohistochemistry, which revealed that IL17B expression was observed in SE-1^+^ cells, particularly in SHPC clusters in livers transplanted with Thy1-MCs, but not in those transplanted with Thy1-LSPCs and controls (Fig. 2B). These results indicate that Thy1-MCs can induce SHPC proliferation through IL17RB signaling.

**Fig. 2:**
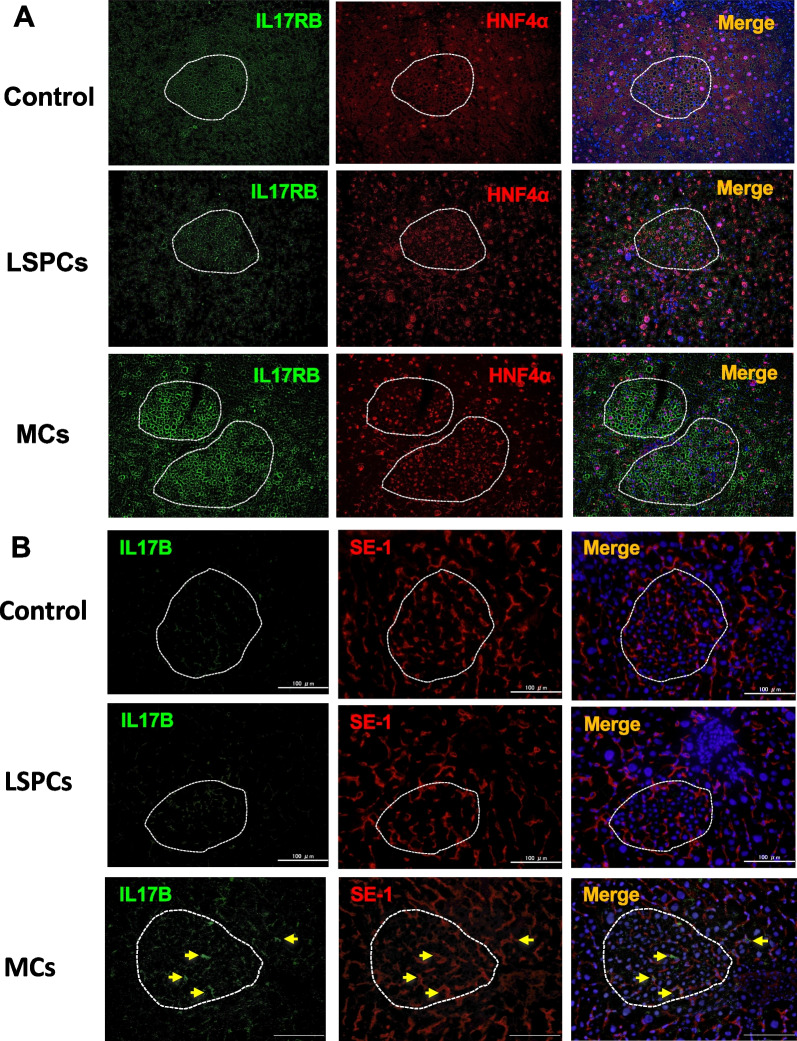
IL17RB and IL17B expression in SHPCs with and without Thy1^+^ cell transplantation. Double immunohistochemistry for IL17RB/HNF-4α (A) and IL17B/SE-1 (B) in Ret/PH-treated rat livers transplanted with control, Thy1-LSPCs, and Thy1-MCs. SHPC clusters are enclosed by dotted lines. Scale bar, 100 μm

### Characterization of Thy1-MCs and secreted EVs

We evaluated whether Thy1-MCs express mesenchymal stem cell (MSC)-positive markers, such as CD90, CD73, CD44, and CD271 [32], and found that 89.2% and 90.4% of Thy1-MCs expressed CD90 and CD73, respectively, whereas some cells expressed CD44 (3.8%) (Fig. 3A). Thy1-MCs expressed neither CD31^+^ endothelial nor CD68^+^ macrophage cell markers. EVs obtained from the CM of Thy1-MCs cultured for 48 h had an average particle size of ~ 175 nm (Fig. 3B, C). Thy1-MCs (5 × 10^5^ cells) secreted approximately 4.9 × 10^9^ EVs in 48 h, equivalent to 44.0 μg of protein. Proteome analysis revealed that EVs secreted by Thy1-MCs contained CD63, CD81, CD82, CD47, actin, and GAPDH (Additional file 1: Supplemental information) as well as THY1 (CD90) and NT5E (CD73) as membrane proteins of the original cells.

**Fig. 3:**
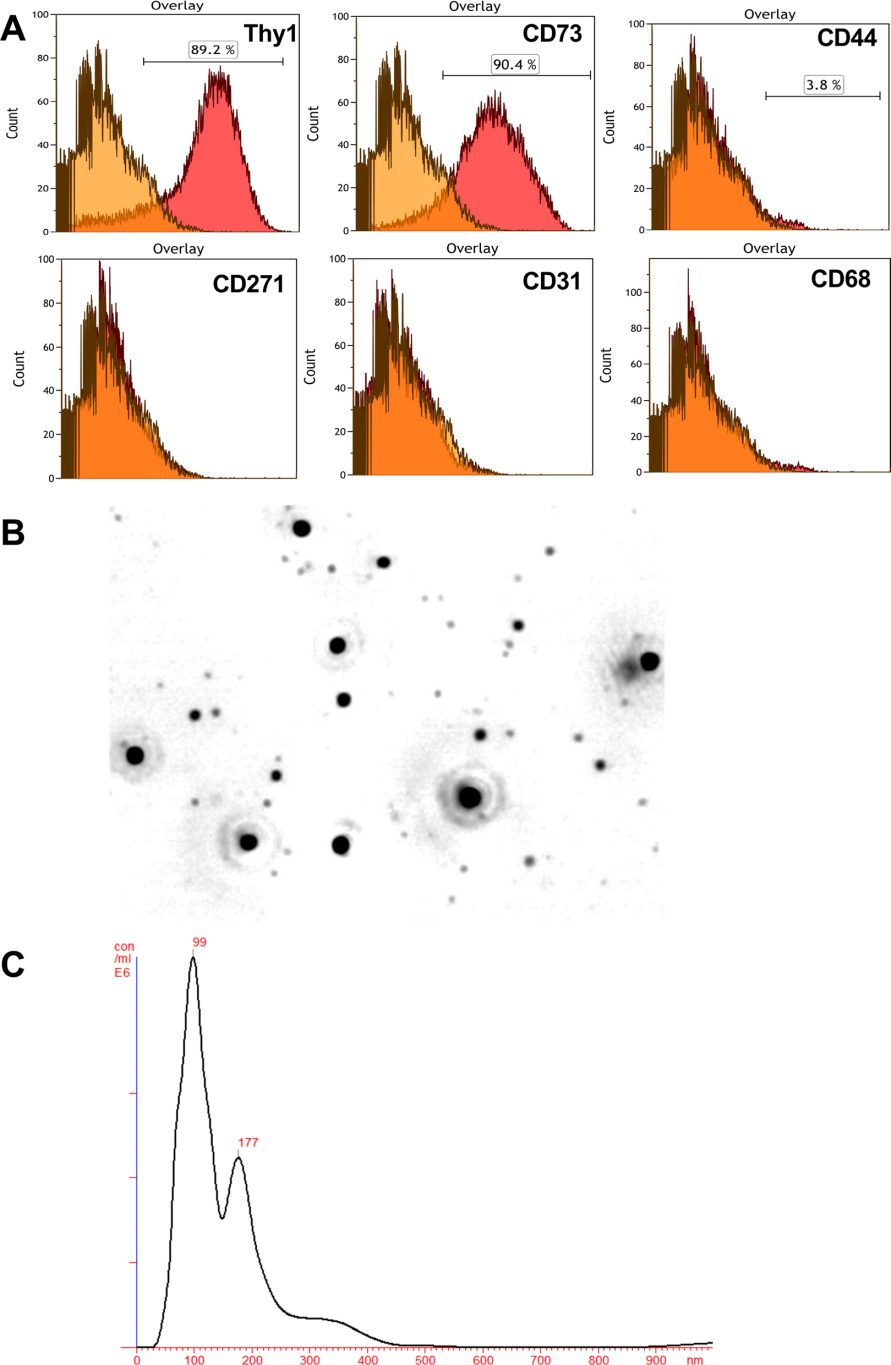
Characterization of Thy1-MCs and EVs. **A** Flow cytometry analysis of cell surface markers (CD90, CD73, CD44, CD31, CD68, and CD271) on BM-MCs. **B** Sample video frame of EVs obtained from cultured Thy1-MCs after 48 h, as analyzed using the NanoSight particle tracking system. **C** Overall size distribution (histograms) and mode (nm)

Thy1-EVs have been reported to promote SHPC growth [27]. Therefore, we verified whether EVs secreted by Thy1-MCs induce SHPC growth. EVs (1.4 μg) secreted by Thy1-LSPCs (Thy1-LSPC-EVs) and Thy1-MCs (Thy1-MC-EVs) were added to SH culture medium at 3 h after plating, and the medium was replaced with fresh medium without EVs at 48 h after plating. Immunocytochemistry for BrdU demonstrated that the addition of Thy1-MC-EVs accelerated SH growth (Fig. 4A). At 7 days after plating, the number of SH colonies treated with Thy1-MC-EVs was higher than that of colonies treated with Thy1-LSPC-EVs or control EVs (Fig. 4B), and the size of colonies treated with Thy1-MC-EVs was approximately 1.5- and twofold larger than that of colonies treated with Thy1-LSPC-EVs and control EVs, respectively (Fig. 4C). The LI of SH colonies treated with Thy1-MC-EVs was significantly higher than that of SH colonies treated with Thy1-LSPC-EVs and control EVs (Fig. 4D). These results indicate that Thy1-MC-EVs contain factors that can induce the proliferation of HPCs.

**Fig. 4:**
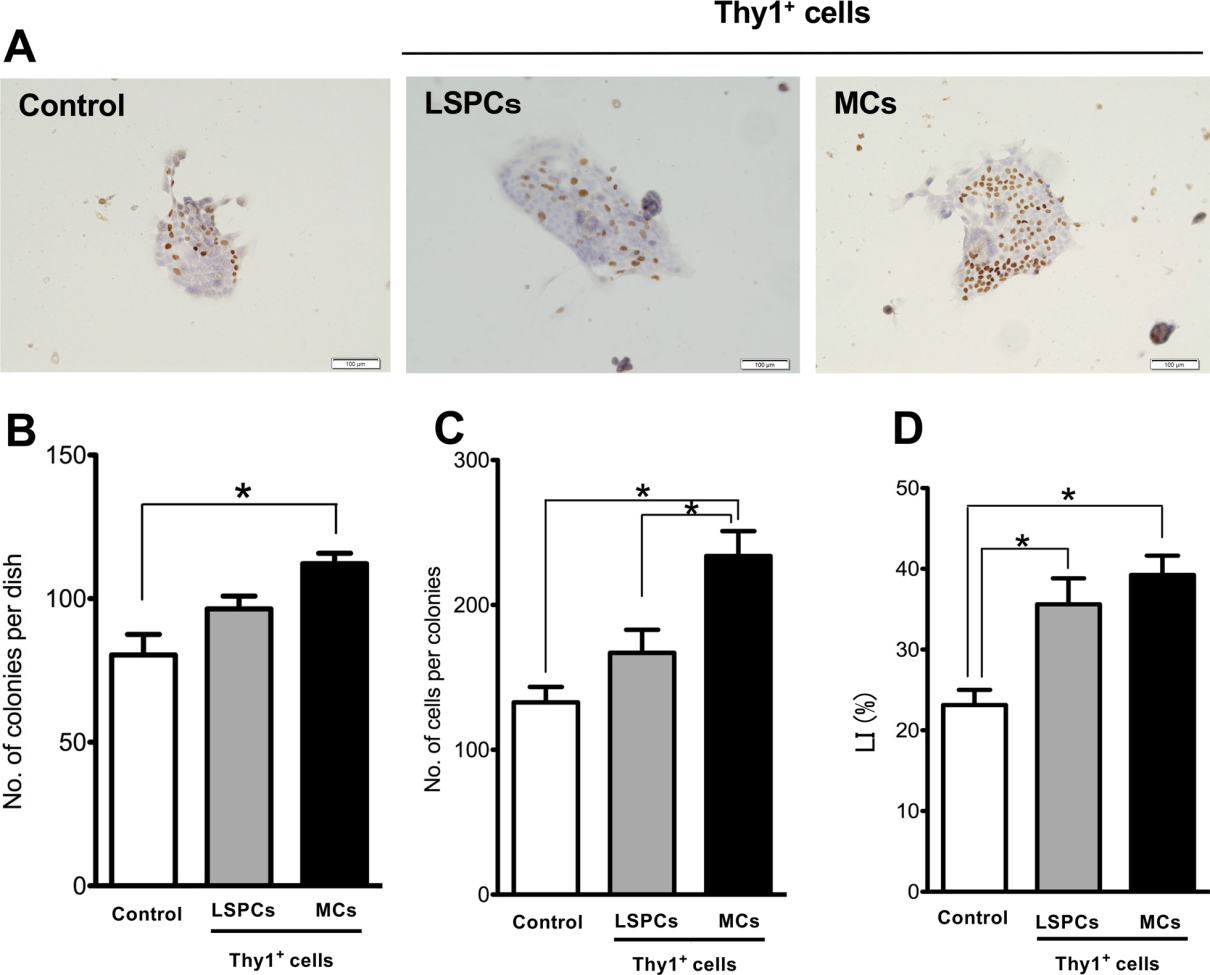
Effect of EVs derived from Thy1-LSPCs and Thy1-MCs. Panel **A** contains photos of typical SH colonies treated with EVs derived from Thy1-LSPCs and Thy1-MCs on day 7 after treatment. Immunocytochemistry for BrdU and hematoxylin staining. Scale bar, 100 μm. **B** Number of SH colonies, **C** number of cells per colony, and  **D** percentage of BrdU^+^ cells per colony. Bars indicate SEs. Asterisks indicate significant differences at *p* < 0.05

### Identification of miRNAs as growth-related agents in EVs secreted by Thy1-MCs

EVs are known to be enriched with many bioactive molecules, such as proteins, lipids, RNAs, and mitochondrial DNAs [36]. 

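The miRNA content of EVs was measured on rat miRNA arrays (3D-Gene miRNA Oligo Chip), on which miRNA labelled with the dye Cy3 binds to probes for 727 mature rat miRNAs. Each array held 1 EV sample, and the brightness of a probe's spots is its intensity. EVs came from cultured Thy1-MCs, the Thy1-positive mesenchymal cells of the liver, from small hepatocytes (SHs), which are hepatocytic progenitor cells, and from mature hepatocytes (MHs), with 3 arrays per group. By the methods, Thy1-positive cells came from livers injured with d-galactosamine, and SHs and MHs from healthy livers. The labels give hyaluronic acid as the culture surface of SHs and type I collagen as that of MHs. For the Thy1 cells the labels give plastic, whereas the methods give dishes coated with collagen. Kind of cell and culture, and for Thy1-MC-EVs also the injury, thus cannot be told apart. A further 3 arrays of EVs from bone marrow mesenchymal stem cells (MSCs) were fitted together with the arrays of these groups and share the estimate of the spread. According to the methods, Thy1-positive cells conditioned serum-free medium for 48 h before EVs were collected from it. The sample labels call the Thy1 cells liver stem cells, and these samples are taken here as Thy1-MC-EVs because the article assigns its EV miRNA arrays to Thy1-MCs. The authors deposited the raw intensity of each probe, the intensity after subtraction of the array's background, and a normalized intensity. On each array the background was the mean of 1504 blank spots with 5% left out at either end, a probe was called detected when its raw intensity lay above that mean plus 2 SD, and the detected probes were scaled to a median of 25. Probes that were not detected have no normalized intensity. Wherever the authors' normalized intensities were fitted here, such a probe was given the lowest value of its array. For the values given here, the raw intensity was corrected against the blank spots (normexp in limma, offset 50) and quantile-normalized over the 12 arrays on the log2 scale. The 387 probes detected on every array of at least 1 group were tested with limma, and p-values were adjusted by the Benjamini-Hochberg method over these probes. Detected miRNAs numbered 228 to 359 per array (median 272) for Thy1-MC-EVs, 271 to 330 (median 300) for SH-EVs and 425 to 528 (median 438) for MH-EVs, and 150 miRNAs were detected on all 12 arrays. The detection limit is permissive, since 44.4% to 76.7% of the spots that carry no probe lay above it. The MH-EV arrays stood apart in their control spots: the first spike-in control gave an intensity of 5139 to 7915 on these 3 arrays and 28678 to 32905 on the other 9, and the blank spots averaged 59.8 to 77.9 and 96.8 to 136. The result of a comparison with MH-EVs depended on how the arrays were brought to a common scale, and whether this gap is the reason was not tested. Relative to quantile normalization, scaling to the common detected probes moved the median log2 fold change of Thy1-MC-EVs against MH-EVs from -0.05 to 0.64 when their median was used and to 0.76 when their 75th percentile was used, while the authors' normalized intensities moved it to -1.40 and scaling by the spike-in control spots to -2.22. For SH-EVs against MH-EVs the same settings gave medians of 0.49, 0.91, -1.42 and -2.23 in place of -0.06, whereas for Thy1-MC-EVs against SH-EVs they stayed between -0.20 and 0.10. Fits of the authors' normalized intensities rest in part on filled-in values. Probes detected on all 3 arrays numbered 217 for Thy1-MC-EVs and 246 for SH-EVs, but 379 for MH-EVs. Over the 150 probes detected on all 12 arrays, where none was filled in, the median for Thy1-MC-EVs against MH-EVs was -1.54. Every fold change below is therefore relative to the other miRNAs on the array, not to an amount of EVs or RNA. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.187. Neither the labels nor the paper's text says that the replicates came from separate cultures or animals, so the p-values measure only the spread between these samples, which may be technical.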

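MiR-122-5p, the predominant miRNA of hepatocytes, had a log2 fold change of -4.55 in Thy1-MC-EVs against MH-EVs (standard error 0.40, n = 3 arrays per group, adjusted p = 1.80e-05 from limma). In SH-EVs against MH-EVs it was -5.47 (adjusted p = 2.96e-06 from limma). MiR-194-5p and miR-192-5p, which are enriched in liver and gut, fell by 3.47 (standard error 0.23) and by 3.90 (standard error 0.37) in Thy1-MC-EVs against MH-EVs. Each was detected on 1 of the 3 Thy1-MC-EV arrays, so the size rests on the background correction, and miR-194-5p was at -3.05 without correction and -6.49 with plain subtraction, and miR-192-5p at -3.50 and -6.87. MiR-10a-5p, which is encoded in a Hox gene cluster and was detected on 2 of 3 SH-EV arrays, was higher in Thy1-MC-EVs than in SH-EVs by 2.41 on the log2 scale (standard error 0.20, adjusted p = 2.64e-05 from limma), which was 2.04 without background correction and 4.64 with plain subtraction. MiR-182, miR-183-5p and miR-96-5p, the co-transcribed members of an epithelial and sensory miRNA cluster, were lower in Thy1-MC-EVs than in SH-EVs, with log2 fold changes of -2.25, -2.68 and -1.42 (standard errors 0.20, 0.31 and 0.21), the last 2 detected on 2 of 3 Thy1-MC-EV arrays. Without background correction and with plain subtraction miR-183-5p was at -2.37 and -4.31 and miR-96-5p at -1.16 and -3.99. MiR-143-5p, an miRNA of smooth muscle cells and fibroblasts, was higher in Thy1-MC-EVs than in MH-EVs by 2.58 (standard error 0.47, adjusted p = 0.00212 from limma), which was 2.22 without background correction and 4.56 with plain subtraction.
Of 13 hepatocyte miRNAs tested, 11 were lower and none was higher in Thy1-MC-EVs than in MH-EVs (11 lower when adjusted over the list alone, adjusted p for the shift of the list 8.38e-07 with camera of limma). The same list had 11 lower and none higher in SH-EVs than in MH-EVs (12 lower and 1 higher when adjusted over the list alone, adjusted p = 1.11e-05), among them miR-194-5p at -2.94 (-2.65 without background correction and -3.96 with plain subtraction) and miR-365-3p at -1.29, which no longer passed with the 75th percentile of the common probes. Both shifts of the list also passed with an estimated correlation (adjusted p = 0.0485 for each). These comparisons run along the difference in control spots between the MH-EV arrays and the others. Between Thy1-MC-EVs and SH-EVs 1 hepatocyte miRNA was higher and 1 was lower (1 and 2 when adjusted over the list alone), and the list did not shift (adjusted p = 0.726). MiR-101b-3p, another member, detected on 2 of 3 Thy1-MC-EV arrays, fell by 2.12 in Thy1-MC-EVs against MH-EVs, with -1.80 without background correction and -4.05 with plain subtraction.
Of 24 mesenchymal miRNAs, 6 were higher and 2 lower in Thy1-MC-EVs than in SH-EVs (8 and 4 when adjusted over the list alone, adjusted p = 0.114 for the list). Of the same list 10 were higher and 2 lower in Thy1-MC-EVs than in MH-EVs (10 and 2 when adjusted over the list alone, adjusted p = 0.0148, but adjusted p = 0.502 with an estimated correlation and 0.477 after median scaling). MiR-125b-1-3p, the passenger strand of a miR-125b precursor, was higher in Thy1-MC-EVs than in MH-EVs by 2.57 (standard error 0.37), a direction that turned to -0.22 with scaling by the spike-in control spots. MiR-143-3p was higher in Thy1-MC-EVs than in SH-EVs by 1.17 (standard error 0.29, adjusted p = 0.0247 from limma). It was detected on 2 of 3 SH-EV arrays and was at 0.94 without background correction and 3.15 with plain subtraction. It no longer passed without Thy1-MC-EV replicate 2 (0.92), SH-EV replicate 2 (1.08) or SH-EV replicate 3 (1.13), nor after median scaling or with cyclic loess. In SH-EVs against MH-EVs, 6 mesenchymal miRNAs were higher and 2 lower (6 and 2 when adjusted over the list alone, adjusted p = 0.502).
Of 10 miRNAs of the miR-17/92 and related clusters, which promote proliferation, 5 were lower and none was higher in Thy1-MC-EVs than in SH-EVs (5 lower when adjusted over the list alone, adjusted p = 0.000665, but adjusted p = 0.215 with an estimated correlation). MiR-25-3p had a log2 fold change of -1.76 (standard error 0.21), miR-19b-3p of -1.63 (standard error 0.18) and miR-106b-5p of -0.81 (standard error 0.17), the last of which no longer passed after median scaling. Against MH-EVs 1 member was higher and 3 were lower in Thy1-MC-EVs, while 3 were higher and none was lower in SH-EVs (the same counts when adjusted over the list alone, adjusted p = 0.284 for each). Of 13 epithelial and biliary miRNAs, 7 were lower and 1 was higher in Thy1-MC-EVs than in MH-EVs (7 and 1 when adjusted over the list alone, adjusted p = 0.0142, but adjusted p = 0.279 with an estimated correlation). The lower ones were miR-203a-3p and members of the miR-30 family, with miR-30b-5p at -2.77, miR-30c-5p at -1.90 and miR-30a-5p at -1.42 (standard errors 0.18, 0.17 and 0.18). MiR-30b-5p was at -2.51 without background correction and -3.60 with plain subtraction, and miR-203a-3p no longer passed after median scaling. The 1 higher was miR-141-5p of the miR-200 family, which was detected on 1 of 3 MH-EV arrays and turned to -1.30 with scaling by the spike-in control spots. In SH-EVs against MH-EVs, 7 of this list were lower, with miR-30b-5p at -2.09, and 2 were higher (7 and 2 when adjusted over the list alone, adjusted p = 0.284). In Thy1-MC-EVs against SH-EVs 3 of it were lower and 1 was higher (4 and 1 when adjusted over the list alone, adjusted p = 0.0721). Here the miR-200 family went both ways, with miR-200a-3p at -0.61 (standard error 0.11, detected on 1 of 3 Thy1-MC-EV arrays, -0.46 without background correction and -4.15 with plain subtraction) and miR-141-5p at least 1.33-fold higher (adjusted p = 0.00330 from limma), and neither passed after median scaling. Of 6 miRNAs of the miR-290 cluster, known from embryonic stem cells, 3 were lower in Thy1-MC-EVs than in MH-EVs (3 when adjusted over the list alone, adjusted p = 0.0629). They were miR-291a-5p at -2.93, miR-294 at -2.76 and miR-290 at -1.03, the last of which no longer passed with the 75th percentile of the common probes. The cluster had 3 lower in SH-EVs than in MH-EVs as well, with miR-291a-5p at -3.58 (3 when adjusted over the list alone, adjusted p = 0.0491). This shift of the list was lost with an estimated correlation (adjusted p = 0.438) and without SH-EV replicate 1 (0.0594), SH-EV replicate 3 (0.0583) or MH-EV replicate 3 (0.0714). None of the cluster passed between Thy1-MC-EVs and SH-EVs in limma, at an unadjusted p under 0.05 or when adjusted over the list alone (adjusted p = 0.611 for the list).
Among miRNAs of blood and vessel cells, miR-144-3p of the erythroid list was at least 1.40-fold higher in Thy1-MC-EVs than in SH-EVs (adjusted p = 0.00246 from limma). This call was lost after median scaling. A bound holds for this background correction and normalization and is taken against the lowest detected level of each array on which the miRNA was not detected. Of the 5 erythroid miRNAs, 2 were higher and 2 lower in this comparison (the same when adjusted over the list alone, adjusted p = 0.493). Against MH-EVs 2 were higher and 1 lower in Thy1-MC-EVs (adjusted p = 0.325), and 1 was higher and 1 lower in SH-EVs (adjusted p = 0.524), with the same counts when adjusted over the list alone. MiR-142-5p, a leukocyte miRNA, passed as higher in Thy1-MC-EVs than in SH-EVs (adjusted p = 0.00119 from limma) but not after median scaling. No fold is given, since it was detected on 2 of 3 Thy1-MC-EV arrays and on no SH-EV array. Of 11 leukocyte miRNAs, 2 were higher and none was lower in this comparison (2 when adjusted over the list alone, adjusted p = 0.502). Of this list 1 was higher and 1 lower in Thy1-MC-EVs than in MH-EVs (none when adjusted over the list alone, adjusted p = 0.611), and 3 were lower in SH-EVs than in MH-EVs (3 when adjusted over the list alone, adjusted p = 0.758). MiR-126a-3p, an endothelial miRNA, was at least 2.00-fold higher in Thy1-MC-EVs than in SH-EVs (adjusted p = 0.00256 from limma), a call lost after median scaling. Of the 2 endothelial miRNAs tested, 1 was higher in Thy1-MC-EVs than in SH-EVs, neither passed against MH-EVs, and 2 were lower in SH-EVs than in MH-EVs, with the same counts when adjusted over the list alone. Let-7e-5p was higher than in MH-EVs both in Thy1-MC-EVs, by 2.64 (standard error 0.24), and in SH-EVs, by 3.71 (standard error 0.24). Without background correction and with plain subtraction the first was 2.28 and 4.43 and the second 3.29 and 5.64. It was the only member of the 7 of the let-7 family to pass in any of the 3 comparisons, since it was also the 1 lower in Thy1-MC-EVs than in SH-EVs (the same counts when adjusted over the list alone, with adjusted p = 0.748, 0.502 and 0.430 for the list). Of 20 miRNAs of the Dlk1-Dio3 cluster, 1 was higher in Thy1-MC-EVs than in SH-EVs and 4 than in MH-EVs (1 and 4 when adjusted over the list alone, adjusted p = 0.284 and 0.611). In SH-EVs against MH-EVs 1 of the cluster was higher and 1 lower (1 and none when adjusted over the list alone, adjusted p = 0.758). Of 6 neuronal and muscle miRNAs, none passed between Thy1-MC-EVs and SH-EVs in limma, at an unadjusted p under 0.05 or when adjusted over the list alone. Of the list 2 were lower in Thy1-MC-EVs than in MH-EVs, and in SH-EVs against MH-EVs 1 was higher and 2 lower (the same counts when adjusted over the list alone, adjusted p = 0.625, 0.611 and 0.835 for the list). The median and the mean of a list had opposite signs for the mesenchymal list in SH-EVs against MH-EVs, for the leukocyte list in both comparisons of Thy1-MC-EVs and for the erythroid, let-7 and Dlk1-Dio3 lists in Thy1-MC-EVs against MH-EVs. None of these shifts passed.
Over all 387 miRNAs tested, 27 were higher and 29 lower in Thy1-MC-EVs than in SH-EVs (112 at an unadjusted p under 0.05). Without 1 replicate the sum of these, 56, fell to 35 (Thy1-MC-EV replicate 1), 31 (Thy1-MC-EV replicate 2), 35 (SH-EV replicate 2) or 30 (SH-EV replicate 3). In Thy1-MC-EVs 56 were higher and 60 lower than in MH-EVs (144), and 58 were higher and 68 lower in SH-EVs than in MH-EVs (158). MiR-182, miR-183-5p and miR-130a-3p were among those higher in SH-EVs than in MH-EVs, at 3.31, 3.36 and 3.37 on the log2 scale (standard errors 0.20, 0.31 and 0.29), and all were detected on the 3 MH-EV arrays. Over the background corrections miR-182 ranged from 2.92 to 5.08 and miR-183-5p from 2.89 to 6.92, while miR-130a-3p stayed between 3.20 and 3.75. The 3 values of a group lay outside the range of the other group for 36.2% of the miRNAs tested in Thy1-MC-EVs against SH-EVs and 45.7% in Thy1-MC-EVs against MH-EVs, where chance gives 10% for unpaired arrays. MiR-664-1-5p was higher in Thy1-MC-EVs than in SH-EVs by 1.70 (standard error 0.27) and than in MH-EVs by 2.07 (standard error 0.27). The second of these directions turned to -0.50 with scaling by the spike-in control spots. It was among 21 miRNAs higher in both comparisons, and 3 were lower in both. Independent calls would give 3.91 and 4.50. Data simulated with no effect and the shared Thy1-MC-EV arrays gave 0 and 0, but this value leaves out the effects and the other leaves out the sharing. Of all miRNAs tested 56.8% went the same way in both comparisons, below the 66.8% of the simulated data. The Thy1-MC-EV arrays are too few to be divided between the comparisons, so part of the overlap may come from sharing them. The balance of higher and lower miRNAs depended on the scaling. In Thy1-MC-EVs against MH-EVs it was 91 higher and 30 lower after median scaling, 67 and 22 with the 75th percentile of the common probes, 12 and 66 without normalization, 9 and 217 with the authors' normalized intensities, and 1 and 363 with scaling by the spike-in control spots. In Thy1-MC-EVs against SH-EVs the same settings gave 16 and 8, 8 and 14, 5 and 1, 18 and 23, and 4 and 1. The 75th percentile of all probes gave 22 and 13. In SH-EVs against MH-EVs the settings gave 73 and 40, 123 and 19, 17 and 62, 14 and 218, and 0 and 360.

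**Figure D1:**
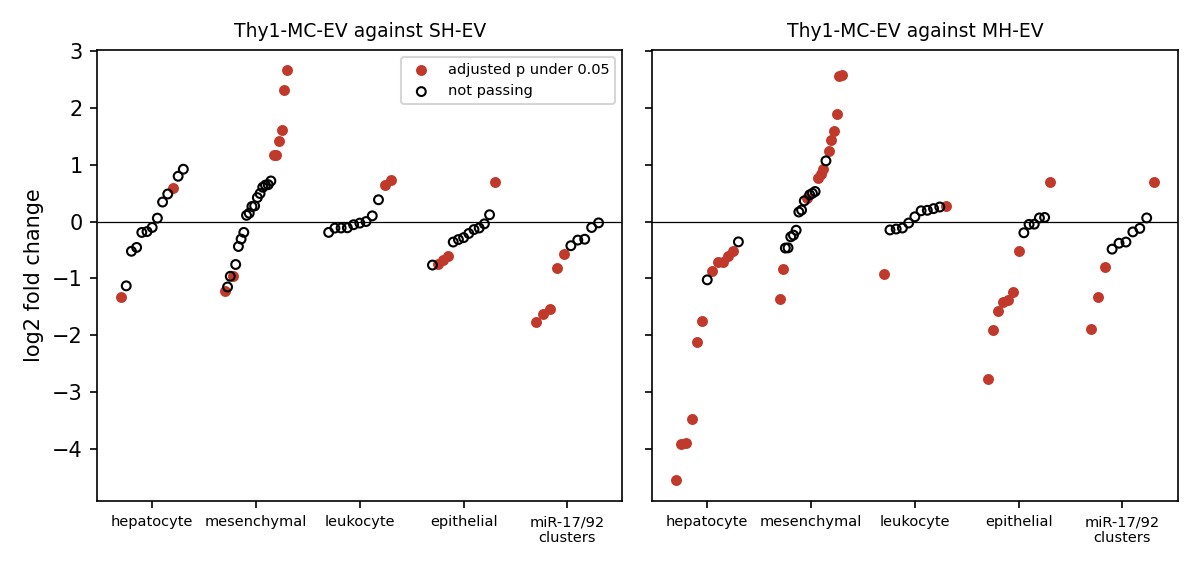
Log2 fold change of each tested miRNA of 5 lists (vertical axis) in Thy1-MC-EVs against SH-EVs (left) and against MH-EVs (right), 3 arrays per group after quantile normalization, with each point an miRNA, filled red where the adjusted p from limma was under 0.05 and open where it did not pass. In the right panel 11 of the 13 hepatocyte miRNAs are filled and lie below 0, and miR-122-5p is the lowest at -4.55.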

We compared miRNAs in EVs secreted by cultured Thy1-MCs and those secreted by SHs and MHs. We utilized miRNA Oligo Chip to perform a comprehensive analysis of miRNAs and selected miRNAs (*miR-125b*, *miR-145*, *miR-199a*, *miR-451*, *let-7f*, and *miR-3473*) that were expressed at > fivefold higher levels in Thy1-MC-EVs than in SH- and MH-EVs (Fig. 5A). 

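MiR-451-5p, an miRNA of the erythroid lineage, was at least 23.8-fold higher in Thy1-MC-EVs than in SH-EVs after the background correction used here (standard error of the log2 fold change 0.21, n = 3 arrays per group, adjusted p = 5.86e-08 from limma). Without background correction it had a fitted fold of 19.1 (adjusted p = 2.77e-07 from limma). It was 30.2-fold higher than in MH-EVs (log2 fold change 4.92, adjusted p = 4.66e-08 from limma), but the size of this fold is set by the background correction and scaling, from 8.03 with scaling by the spike-in control spots and 20.0 without background correction to 1239 with plain background subtraction. It was detected on all 3 Thy1-MC-EV arrays, on no SH-EV array and on 1 of the 3 MH-EV arrays. MiR-125b-5p, which is abundant in mesenchymal cells, was 4.96-fold higher than in SH-EVs (log2 fold change 2.31, standard error 0.29, adjusted p = 0.000448 from limma) and 2.70-fold higher than in MH-EVs (1.44, standard error 0.29, adjusted p = 0.00388). Its direction against MH-EVs turned to -0.30 with the authors' normalized intensities and to -1.48 with scaling by the spike-in control spots, and it no longer passed without normalization (0.59, adjusted p = 0.445). With the methods' t-test after adjustment miR-125b-5p passed neither against SH-EVs (adjusted p = 0.0733, range over the alternatives 1.23e-06 to 0.0733) nor against MH-EVs (0.105, range 1.57e-05 to 0.593). MiR-145-5p, an miRNA of smooth muscle cells and fibroblasts, was 6.32-fold higher than in SH-EVs (2.66, standard error 0.49, adjusted p = 0.00425 from limma) and 3.70-fold higher than in MH-EVs (1.89, standard error 0.49, adjusted p = 0.0144). Against SH-EVs, miR-145-5p no longer passed without normalization (adjusted p = 0.121), with the methods' t-test after adjustment (0.0883) or with scaling by the spike-in control spots (0.0932), with a range of 0.000119 to 0.121 over the alternatives. Against MH-EVs, it no longer passed without Thy1-MC-EV replicate 3 (1.55), with the 75th percentile of all probes (1.33), without normalization (1.03) or with the authors' normalized intensities (0.16), and it turned to -1.04 with scaling by the spike-in control spots.
MiR-199a-5p, which is expressed in fibroblasts and stellate cells, had a log2 fold change of 0.65 against SH-EVs (standard error 0.22, 1.57-fold, adjusted p = 0.0822 from limma) and of 0.47 against MH-EVs (standard error 0.22, 1.39-fold, adjusted p = 0.148). Neither passed. It passed in both comparisons with the methods' t-test, before and after adjustment, and with 6 or 9 arrays in the fit. With 6 arrays the folds were unchanged (adjusted p = 0.0101 against SH-EVs and 0.0165 against MH-EVs from limma). With 9 arrays the adjusted p from limma was 0.00297 and 0.00637. Both fits leave out the MSC-EV arrays, which belong to neither comparison but enter the standard errors above. The call for miR-199a-5p thus depended on including them. MiR-199a-5p also passed against SH-EVs with plain background subtraction (1.55), an offset of 16 and array weights. Against MH-EVs it passed after median scaling (1.02) and with the 75th percentile of the common probes. Its direction against MH-EVs turned to -0.74 with the authors' normalized intensities and to -1.84 with scaling by the spike-in control spots. Let-7f-5p, of a family that restrains proliferation, had log2 fold changes of 0.49 (standard error 0.19, 1.40-fold, adjusted p = 0.112 from limma) and 0.27 (standard error 0.19, 1.21-fold, adjusted p = 0.306) and passed in neither comparison. Against SH-EVs it passed with 6 arrays, with array weights and with the methods' t-test before adjustment. The value against MH-EVs turned to -0.09 without normalization, to -1.26 with the authors' normalized intensities and to -2.16 with scaling by the spike-in control spots. MiR-3473 varied more between arrays, with log2 fold changes of 1.69 (standard error 0.62, adjusted p = 0.0967 from limma) and 1.70 (standard error 0.62, adjusted p = 0.0588). It passed against SH-EVs without SH-EV replicate 1 (2.20), after median scaling (2.09), with either 75th percentile, with the authors' normalized intensities and with array weights. Against MH-EVs it passed without Thy1-MC-EV replicate 2 (2.08), without MH-EV replicate 1 (2.17), after median scaling (2.03), with either 75th percentile, with an offset of 16, with cyclic loess, with the stricter filters on dim probes, with the intensity trend and with detection against the spots without a probe, which was chosen after seeing the data. It turned to -0.83 against MH-EVs with scaling by the spike-in control spots. Taken as a list, 3 of the 6 were higher than in SH-EVs (6 when adjusted over the list alone, adjusted p = 1.71e-05 for the list, and 0.0485 with an estimated correlation). Of the 6, 3 were higher than in MH-EVs (4 when adjusted over the list alone, adjusted p = 0.00266, but adjusted p = 0.168 with an estimated correlation). The study chose these miRNAs on the same arrays, so the list is not independent evidence, and miR-125b-5p, miR-145-5p and miR-199a-5p also belong to the mesenchymal list. Between SH-EVs and MH-EVs 1 of the 6 was lower in SH-EVs (none when adjusted over the list alone, adjusted p = 0.611).
A fold above 5 over both SH-EVs and MH-EVs with an adjusted p under 0.05 was met by 2 of the 387 miRNAs tested, miR-451-5p and miR-125a-3p, and by the same 2 on the fold alone. MiR-125a-3p, the passenger strand of the miR-125a precursor, was 5.28-fold higher than in SH-EVs (2.40, standard error 0.47, adjusted p = 0.00622 from limma) and 6.31-fold higher than in MH-EVs (2.66, standard error 0.47, adjusted p = 0.00192). Independent calls would give 0.0827 such miRNAs, a value that leaves out the sharing of the Thy1-MC-EV arrays. Simulated with no effect, 100 data sets gave 0, a value that leaves out the effects in either comparison. A fold this large was unlikely in such data from the start, so the 0 is no evidence for the 2. Without Thy1-MC-EV replicate 2, SH-EV replicate 1 or MH-EV replicate 3 only miR-451-5p met the criterion. MiR-125a-3p also missed it without normalization, with the authors' normalized intensities, with the methods' t-test after adjustment and with scaling by the spike-in control spots. In the authors' normalized intensities miR-125a-3p ranged from 1965 to 5512 in Thy1-MC-EVs and from 804 to 2102 in MH-EVs, so the arrays overlapped. Plain background subtraction gave 6 miRNAs that met the criterion. These were miR-144-3p, miR-222-3p, miR-451-5p, miR-125a-3p, miR-199a-3p and miR-141-5p, of which only miR-451-5p is among those the paper selected. The paper states that the 6 selected miRNAs were more than 5-fold higher in Thy1-MC-EVs and takes them forward to qRT–PCR.

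**Figure D2:**
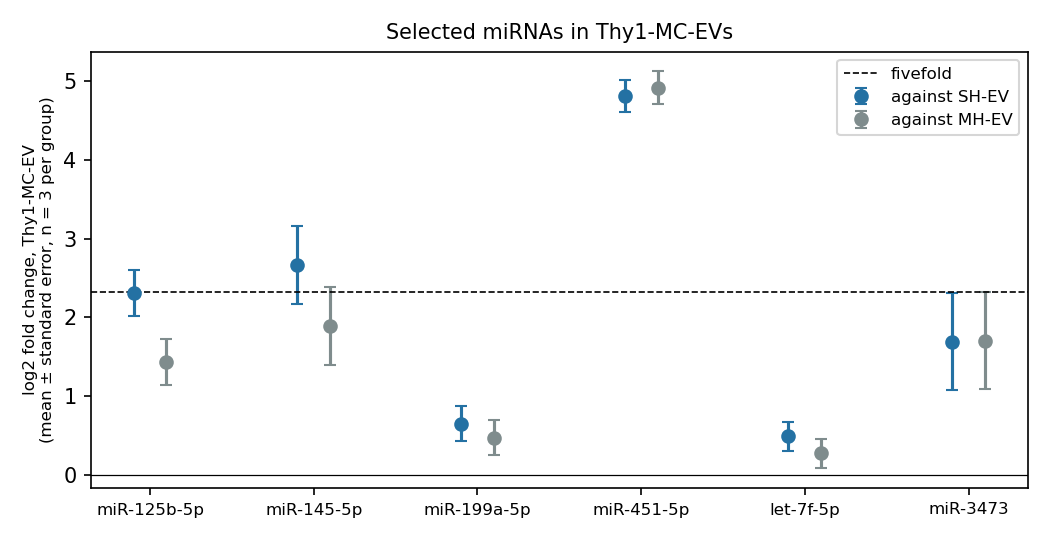
Log2 fold change of the 6 selected miRNAs (horizontal axis) in Thy1-MC-EVs against SH-EVs (blue) and against MH-EVs (grey), 3 arrays per group after quantile normalization. Points are estimates from limma, bars are standard errors and the dashed line marks a 5-fold difference. Against MH-EVs only miR-451-5p, at 4.92, lies above the dashed line.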

The expression of the selected miRNAs was confirmed via qRT–PCR. The expression of *miR-125b*, *miR-145*, *miR-199a*, and *miR-451* was relatively higher in Thy1-MC-EVs than in SH- and MH-EVs (Fig. 5B). Therefore, these miRNAs were further analyzed.

**Fig. 5:**
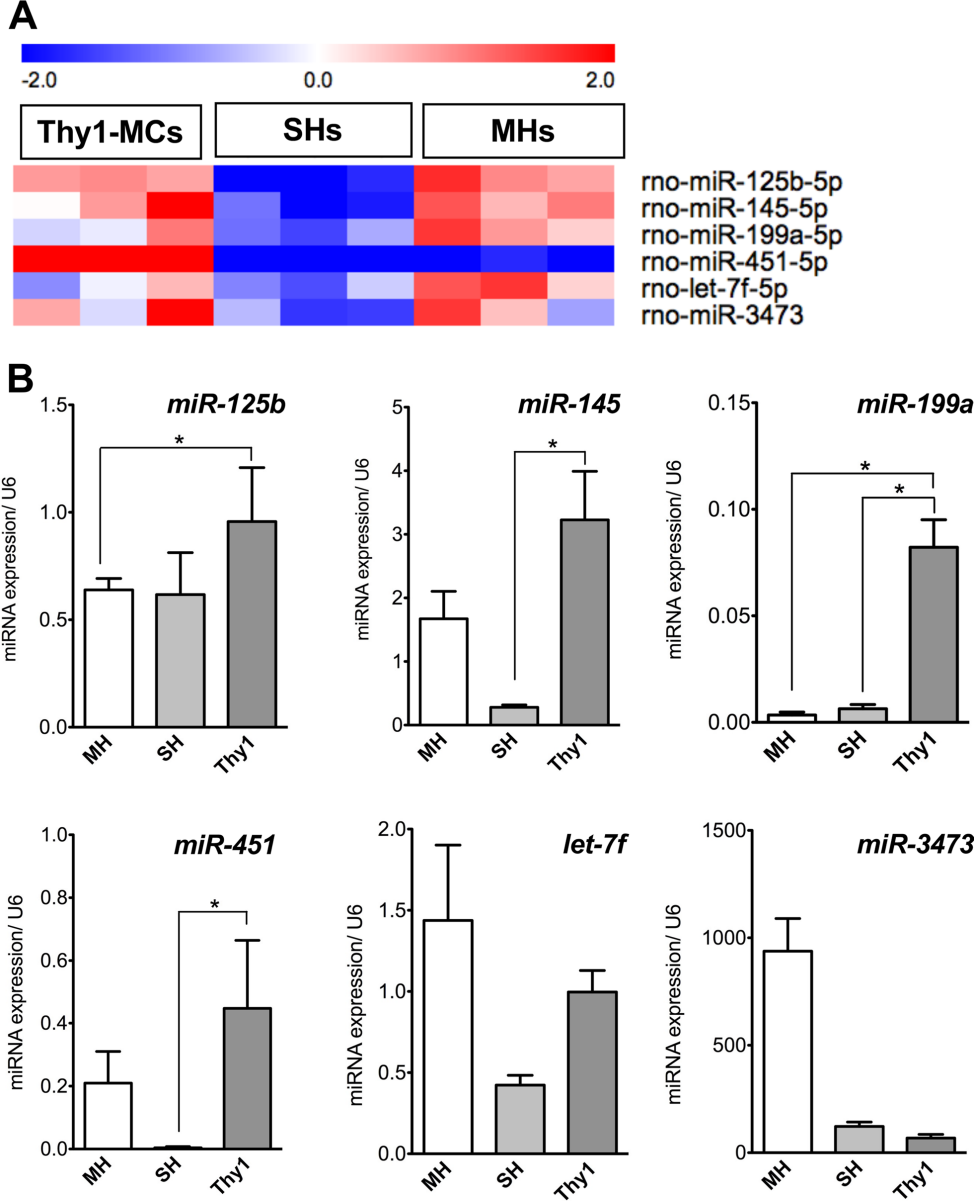
Identification of miRNAs in EVs secreted by Thy1-MCs. **A** Six miRNAs were upregulated by fivefold compared with hepatic Thy1-MCs, as shown in the heatmap. **B** Quantification of *miR-125b-5p*, *miR-145-5p*, *miR-199a-5p*, *miR-451-5p*, *miR-let-7f*, and *miR-3473* expression in EVs secreted by MHs, SHs, and hepatic Thy1-MCs via qRT–PCR. Four of six miRNAs were more abundant in EVs secreted by Thy1-MCs than in other cells. Bars indicate SEs and asterisks indicate significant differences at *p* < 0.05

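On the log2 scale, miR-451-5p had a normalized intensity of 10.93 ± 0.49 (SD, n = 3 arrays) in Thy1-MC-EVs, 6.12 ± 0.06 in SH-EVs and 6.02 ± 0.14 in MH-EVs. MiR-125b-5p was at 10.68 ± 0.75 in Thy1-MC-EVs, 8.37 ± 0.03 in SH-EVs and 9.24 ± 0.21 in MH-EVs, and miR-145-5p was at 10.49 ± 0.59, 7.83 ± 0.85 and 8.61 ± 0.23 in the same order. Every Thy1-MC-EV array lay above every SH-EV and MH-EV array for miR-451-5p, miR-125b-5p, miR-145-5p and miR-199a-5p, the last at 7.27 ± 0.08, 6.62 ± 0.06 and 6.80 ± 0.09. Let-7f-5p was at 7.44 ± 0.11 in Thy1-MC-EVs, 6.95 ± 0.11 in SH-EVs and 7.16 ± 0.30 in MH-EVs, and its highest MH-EV array (7.51) lay within the Thy1-MC-EV arrays. MiR-3473 was at 12.84 ± 0.67, 11.15 ± 0.89 and 11.14 ± 1.18, with arrays of SH-EVs and MH-EVs that reached 12.17 and 12.07, as high as the lowest Thy1-MC-EV array (12.07). With 3 arrays against 3, the smallest p that an exact two-sided permutation test allows is 0.1.
In the authors' normalized intensities, in which the median detected miRNA of each array is 25, miR-451-5p averaged 581 in Thy1-MC-EVs, was listed for 1 MH-EV array at 2.86 and was listed for no SH-EV array. MiR-125b-5p averaged 465 in Thy1-MC-EVs, 70.7 in SH-EVs and 596 in MH-EVs. MiR-145-5p averaged 509, 48.3 and 349 in the same order, and its Thy1-MC-EV arrays ranged from 175 to 1054. MiR-199a-5p averaged 23.3, 8.90 and 37.5, let-7f-5p 28.7, 16.0 and 67.0, and miR-3473 3233, 686 and 2542. In these values, then, miR-125b-5p, miR-199a-5p and let-7f-5p were on average higher in MH-EVs than in Thy1-MC-EVs, while all 6 were on average higher in Thy1-MC-EVs than in SH-EVs or were not listed for SH-EVs.

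**Figure D3:**
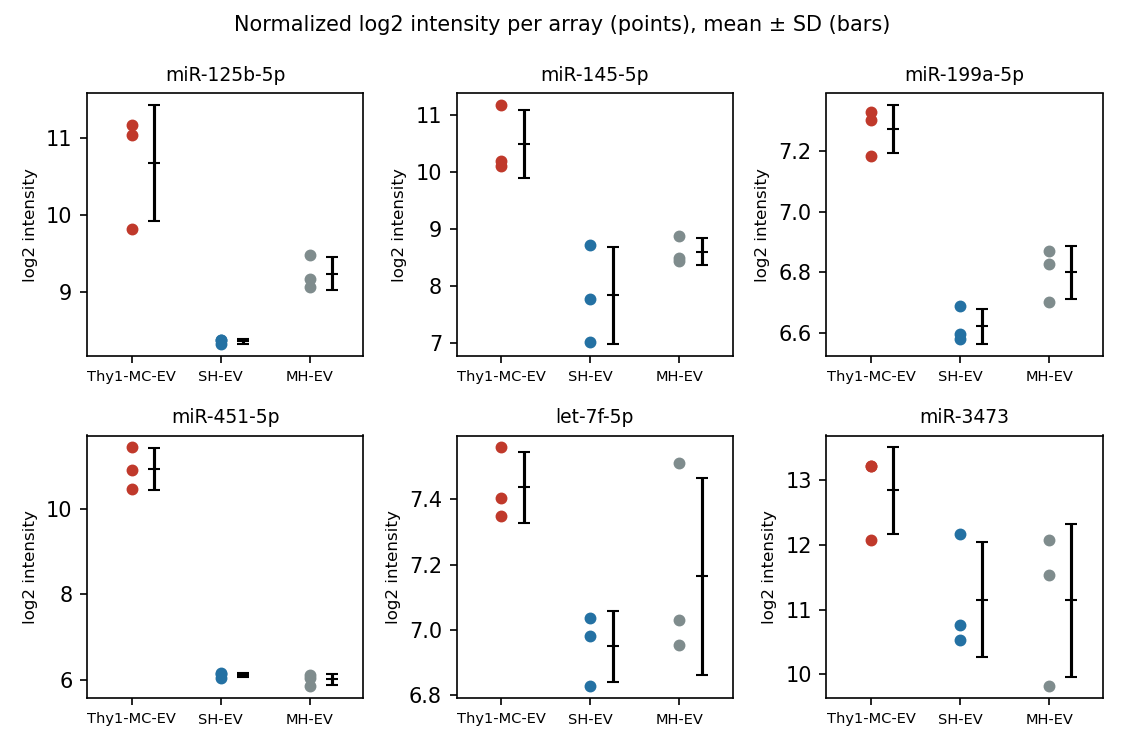
Quantile-normalized log2 intensity (vertical axis) of the 6 selected miRNAs, 1 panel each, on the arrays of Thy1-MC-EVs (red), SH-EVs (blue) and MH-EVs (grey). Each point is an array and each black bar is the mean ± SD of 3 arrays. For miR-451-5p the Thy1-MC-EV arrays lie between 10.46 and 11.44 and all other arrays between 5.86 and 6.16.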

Mimics of the selected miRNAs were added to cultured SHs, and their effect on SH growth was evaluated (Fig. 6). At 7 days after treatment, the number of colonies per dish and cells per colony significantly increased in cells treated with *miR-125b* and *miR-199a* mimics (Fig. 6A–C). Moreover, the ratio of BrdU^+^ cells significantly increased in cells treated with *miR-125b* and *miR-199a* mimics (Fig. 6D). These results indicate that *miR-125b* and *miR-199a* mimics promote HPC growth. Next, we evaluated whether *miR-125b* and *miR-199a* mimics induce *Il17rb* and *Il17b* expression in SHs and SECs, respectively, and demonstrated that none of them could induce the expression (data not shown).

**Fig. 6:**
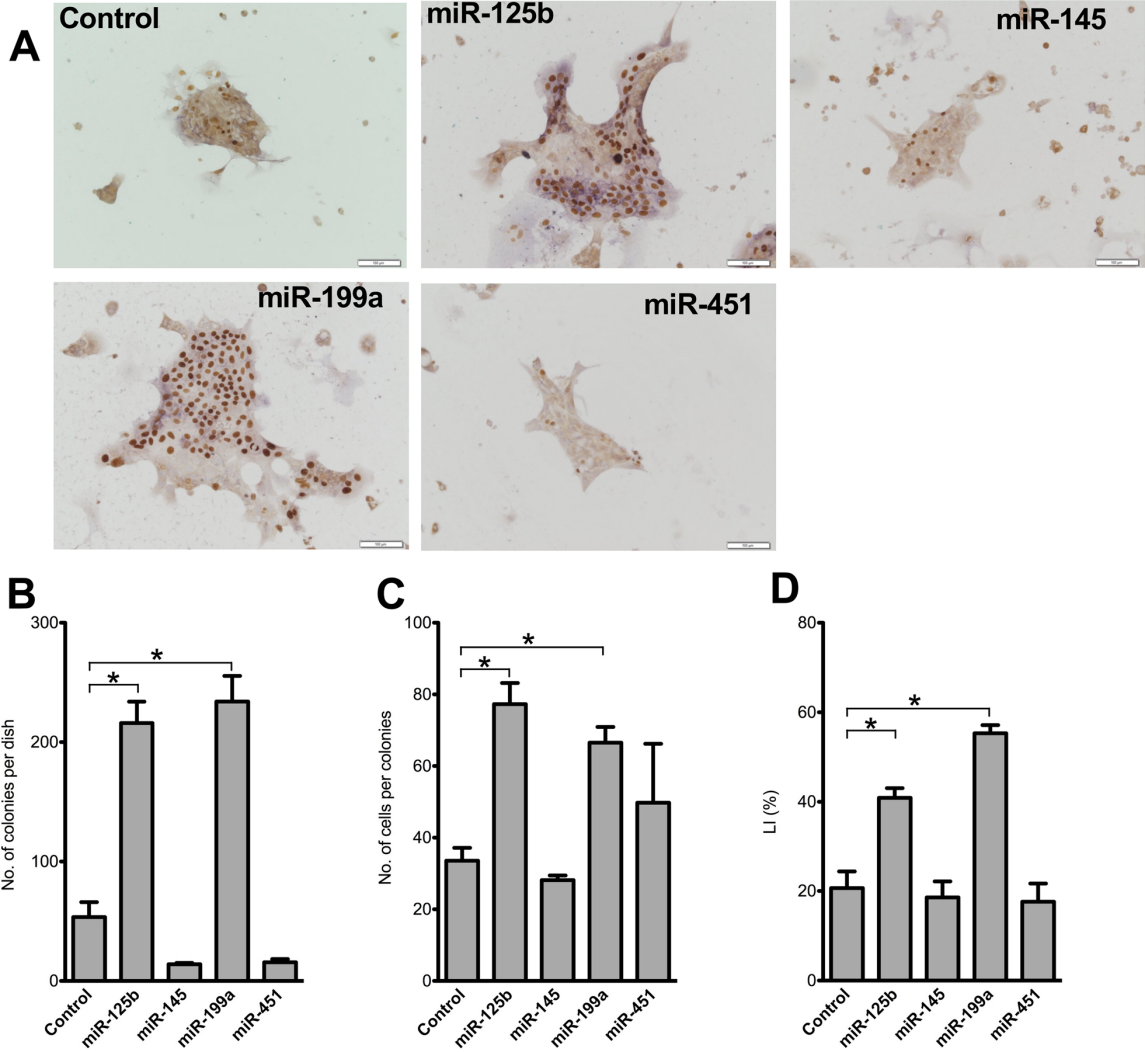
Effect of selected miRNAs in Thy1-MC EVs on SH proliferation. Photos indicate SH colonies transfected with *miR-125b-5p*, *miR-145-5p*, *miR-199a-5p*, and *miR-451-5p* mimics, which were added to the culture medium for 2 days (**A**). The cells were cultured until day 7, and BrdU was added to the culture medium 24 h before fixation. Immunostaining was performed using BrdU. Scale bar, 100 μm. **B** Total number of SH colonies per well, **C** number of cells per colony, and **D** percentage of BrdU^+^ cells per colony (**E**). Asterisk indicates significant differences compared with the control at *p* < 0.05

### Administration of Thy1-MC-EVs transfected with miR-199a-5p to Ret/PH-treated rat livers

We analyzed the efficiency of *miR-125b* and *miR-199a* overexpression in Thy1-MC-EVs. The level of *miR-199a* expression in EVs secreted by *miR-199a*-transfected Thy1-MCs was ~ 20-fold higher than that in EVs secreted by control and negative target (NT) controls (Fig. 7A**)**. We could not induce *miR-125b* overexpression in Thy1-MCs although several sequences of *miR-125b* mimics were transfected into Thy1-MCs. Thus, we only investigated the effect of *miR-199a*-overexpressing EVs (miR199a-EVs) on SHPC growth. NT-EVs and miR199a-EVs were administered to Ret/PH-treated rat livers through the spleen. miR199a-EVs could neither induce the emergence nor promote the proliferation of SHPCs (Fig. 7B); however, transplantation of *miR-199a*-overexpressing Thy1-MCs could induce SHPC proliferation (Fig. 7B–D).

**Fig. 7:**
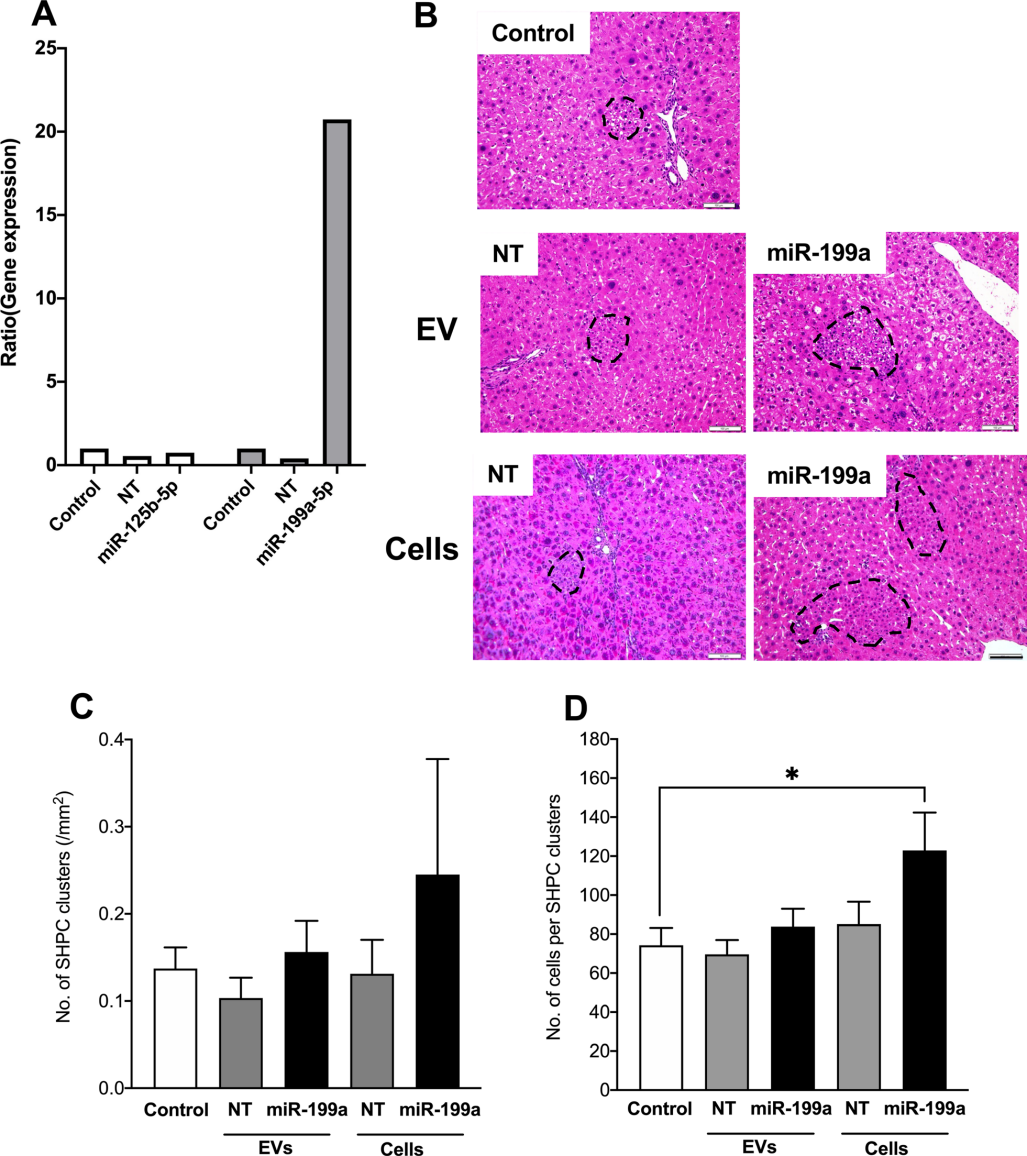
Overexpression of *miR-199a-5p* in Thy1-MC EVs. Administration of Thy1-MC EVs and cells transfected with *miR-199a-5p* to Ret/PH-treated rat livers. EVs obtained from the conditioned medium of cultured Thy1-MCs transfected with *miR-125b-5p* and *miR-199a-5p* for 48 h were administered, and the livers were examined 14 days later. **A** Quantification of *miR125b-5p* and *miR-199a-5p* expression in Thy1-MC EVs with and without transfection via qRT–PCR. Bars indicate SEs. Asterisks indicate significant differences at *p* < 0.05. **B** Photos of SHPC clusters in the livers of control, EVs secreted by Thy1-MCs transfected with negative control (NT), or *miR-199a-5p* (miR-199a). The samples were stained using HE. SHPC clusters are enclosed by dotted lines: scale bar, 200 μm. **C** Number of SHPC clusters in each liver area and **D** number of cells per cluster are shown. Bars indicate SEs and asterisks indicate significant differences at *p* < 0.05

### Identification of cytokines in EVs secreted by Thy1-MCs

In addition to miRNAs, Thy1-MC-EVs may contain cytokines that can promote SH growth (Fig. 8). We analyzed the major cytokines secreted by Thy1-MCs using a cytokine array. We selected CINC-2 (Cxcl3) and MCP-1 (Ccl2) because they were expressed at twofold higher levels in Thy1-MCs than in MHs (Fig. 8A). We then measured the levels of cytokines secreted by Thy1-MC-EVs and MH-EVs (Fig. 8B). The levels of CINC-2 and MCP-1 were considerably higher in Thy1-MC-EVs than in MH-EVs. Further, we treated SHs with CINC-2 and MCP-1 individually and found that none of them could promote SH growth (Fig. 8C–F).

**Fig. 8:**
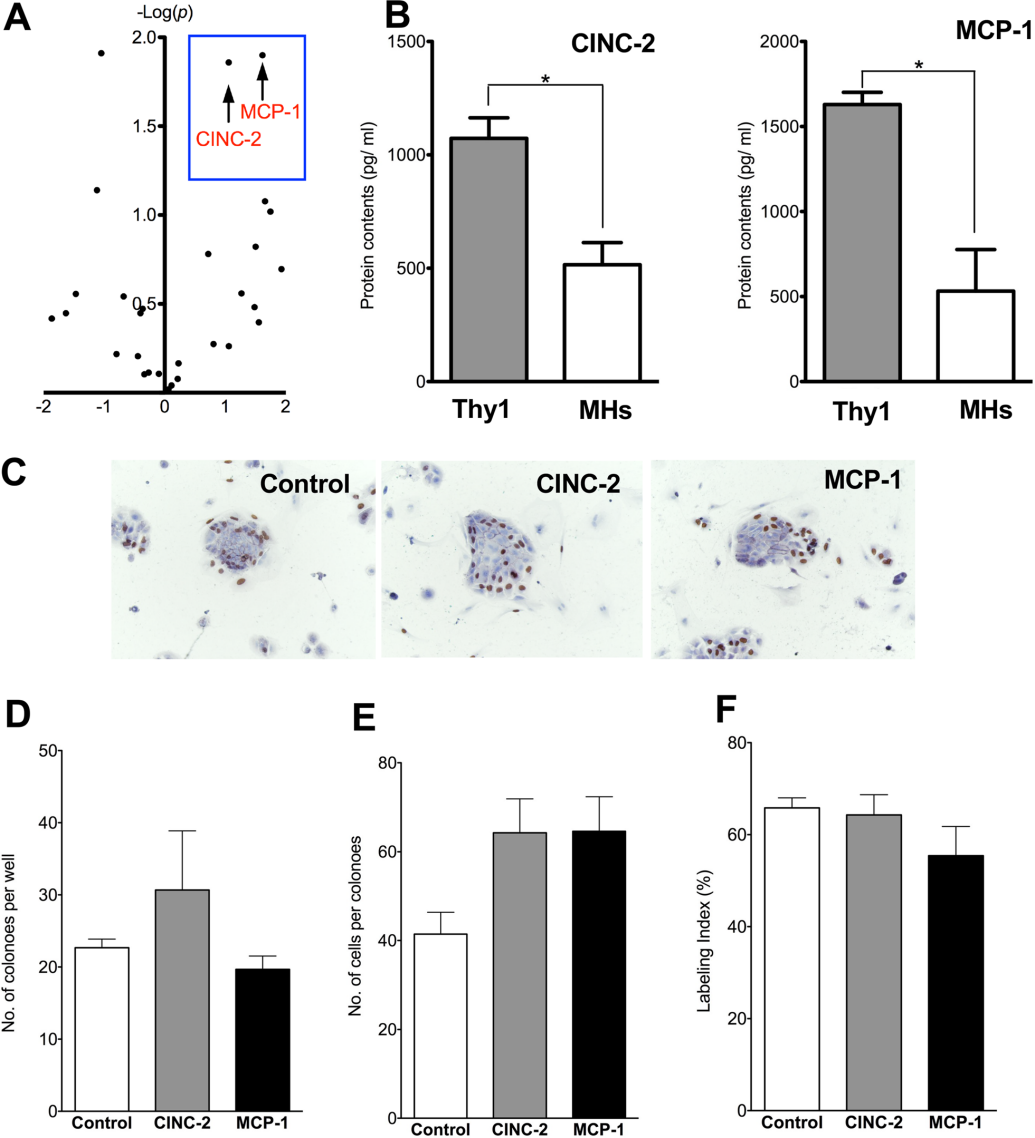
Effects of cytokines in EVs derived from Thy1-MCs. Volcano plot of cytokines given by Thy1-MCs and MHs (**A**). The number of cytokines found in EVs secreted from hepatic Thy1-MCs and MHs was assessed using a custom-designed Quantibody rat-specific protein array (QAR-CAA-67) (**B**). Higher concentrations of CINC-2 and MCP-1 were found in Thy1-MC-EVs than in MH-EVs. CINC-2 and MCP-1 were added to the culture medium 3 h after plating and refreshed every alternate day. Panel **C** demonstrates the photos of typical SH colonies treated with each cytokine. BrdU was added to the culture medium 24 h before fixation, and immunocytochemistry for BrdU was conducted 7 days after plating. Scale bar, 100 μm. The total number of SH colonies per well (**D**) , number of cells per colony (**E**), and percentage of cells with BrdU^+^ nucleus per colony (**F**) are demonstrated. Asterisk indicates significant differences at *p* < 0.05

Next, we determined whether these cytokines can induce *Il17b* expression in SECs and KCs. CINC-2 could induce *Il17b* expression in SECs and KCs, whereas MCP-1 could not (Fig. 9A). To verify whether *Il17b* expression was induced by CINC-2/CXCR2 signaling, we added neutralizing antibodies against CINC-2 or CXCR2 inhibitor (SB225001) to SECs treated with Thy1-EVs or CINC-2 (20 ng/mL). Thy1-EVs induced *Il17b* expression in SECs (Fig. 9B), which was suppressed by the neutralizing antibody or SB225001. Although CINC-2 also induced *Il17b* expression in SECs, its extent of induction was considerably lower than that of Thy1-EVs. The neutralizing antibodies against CINC-2 and SB225001 significantly inhibited *Il17b* expression in SECs. These results indicate that CINC-2 in Thy1-EVs plays a major role in inducing IL17B production in SECs through CINC-2/CXCR2 signaling.

**Fig. 9:**
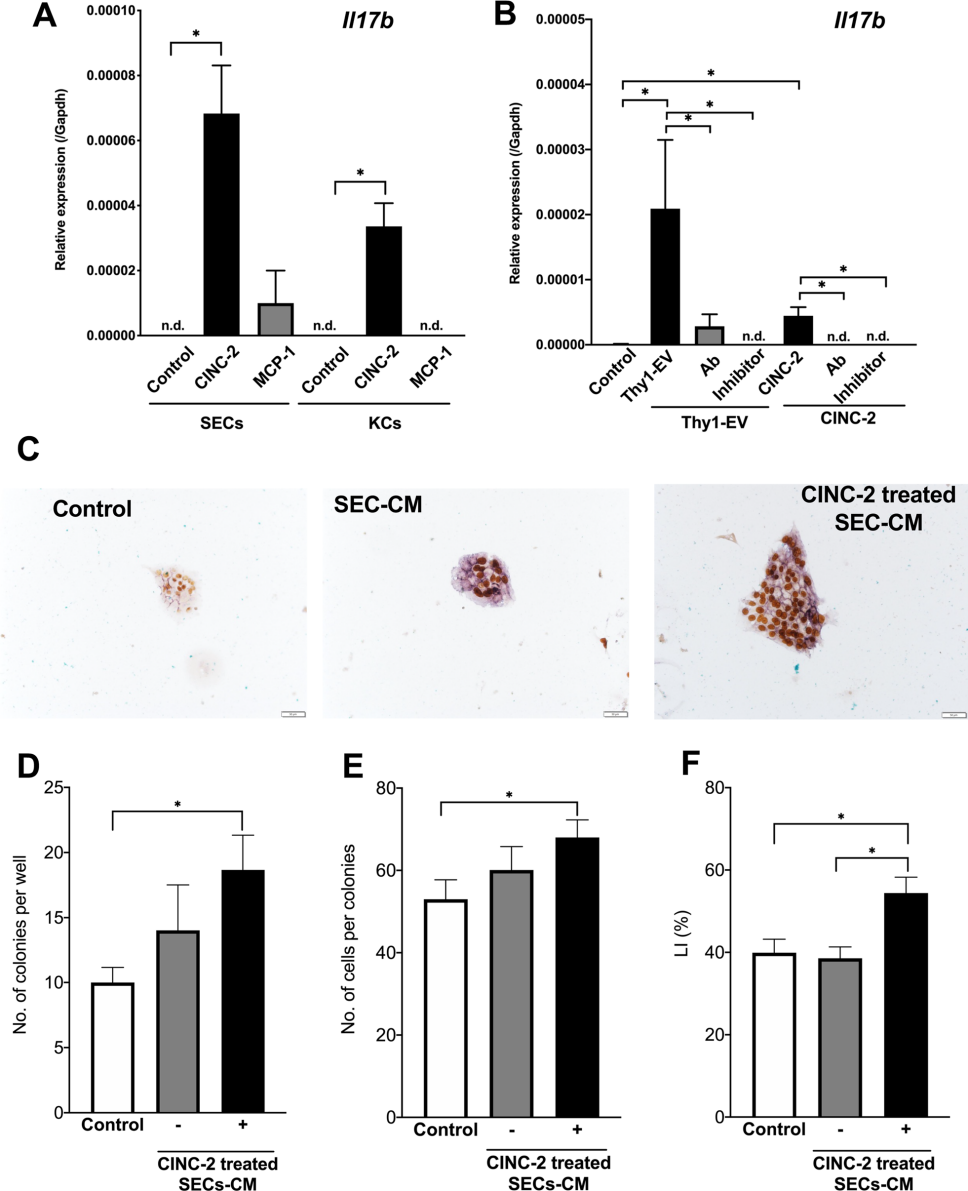
Induction of *Il17b* expression in SECs by cytokines in Thy1-MC EVs. Administration of CINC-2 and MCP-1 to SECs and Kupffer cells (**A**). EVs were prepared from the conditioned medium of Thy1-MCs cultured for 2 days and were administered to SECs and Kupffer cells isolated from a normal rat liver. Thy1-EVs were administered 3 h after plating, and the cells were cultured for 48 h. Using a CINC-2 neutralizing antibody or CXCR2 inhibitor (SB225001), the effects of CINC-2/CXCR2 signaling were assessed for the induction of *Il17b* expression in SECs by CINC-2 and Thy1-EVs, respectively. *Il17b* expression was measured via quantitative reverse transcription polymerase chain reaction (qRT–PCR) (**B**). SHs were cultured in serum-free media on Matrigel-coated dishes. SEC-CM with and without CINC-2 treatment were administered to SHs for 3 h after plating and cultured for 7 days. *Il17rb* expression was measured via qRT–PCR (**C**). Asterisk indicates significant differences at *p* < 0.05. *EVs* extracellular vesicles, *MHs* mature hepatocytes, *SECs* sinusoidal endothelial cells, *SHs* small hepatocytes. Panel **C** contains the photos of typical SH colonies treated with each cytokine. BrdU was added to the culture medium 24 h before fixation, and immunocytochemistry for BrdU was performed 7 days after plating. Scale bar, 100 μm. Total number of SH colonies per well (**D**), number of cells per colony (**E**), and percentage of cells with BrdU^+^ nucleus per colony (**F**). Asterisk indicates significant differences at *p* < 0.05

Furthermore, we determined whether SECs treated with CINC-2 (CINC-2-SEC) can promote HPC growth. SEC-CM and CINC2-SEC-CM were added to SH culture medium. CINC-2-SEC-CM was found to accelerate SH growth (Fig. 9C). At 7 days after plating, the number of SH colonies in treated with CINC-2-SEC-CM increased approximately twofold compared with that in the control (Fig. 9D). Moreover, the size of the colonies in treated medium was significantly larger than that in the control (Fig. 9E). Additionally, SHs treated with CINC-2-SEC-CM showed higher LI than the control (Fig. 9F). Considering that IL17B administration accelerated SH growth, these results indicate that CINC-2 in Thy1-EVs induces SECs to secrete IL17B, thereby accelerating HPC growth.

### Activation of KCs by Thy1-EVs

Consistent with a previous study [27], the current study demonstrated that IL17B, IL25, CINC-2, *miR-125b*, and *miR-199a* play important roles in HPC growth. Therefore, we examined whether Thy1-EVs can increase the expression of these inducers in KCs and SECs. In cultured KCs, Thy1-EVs upregulated the expression of CINC-2, IL25, and *miR-199a* compared with control EVs (Fig. 10A). Although CINC-2 could induce *Il17b* expression in KCs, *IL17b* expression was not induced by Thy1-EVs (Fig. 9A).

**Fig. 10:**
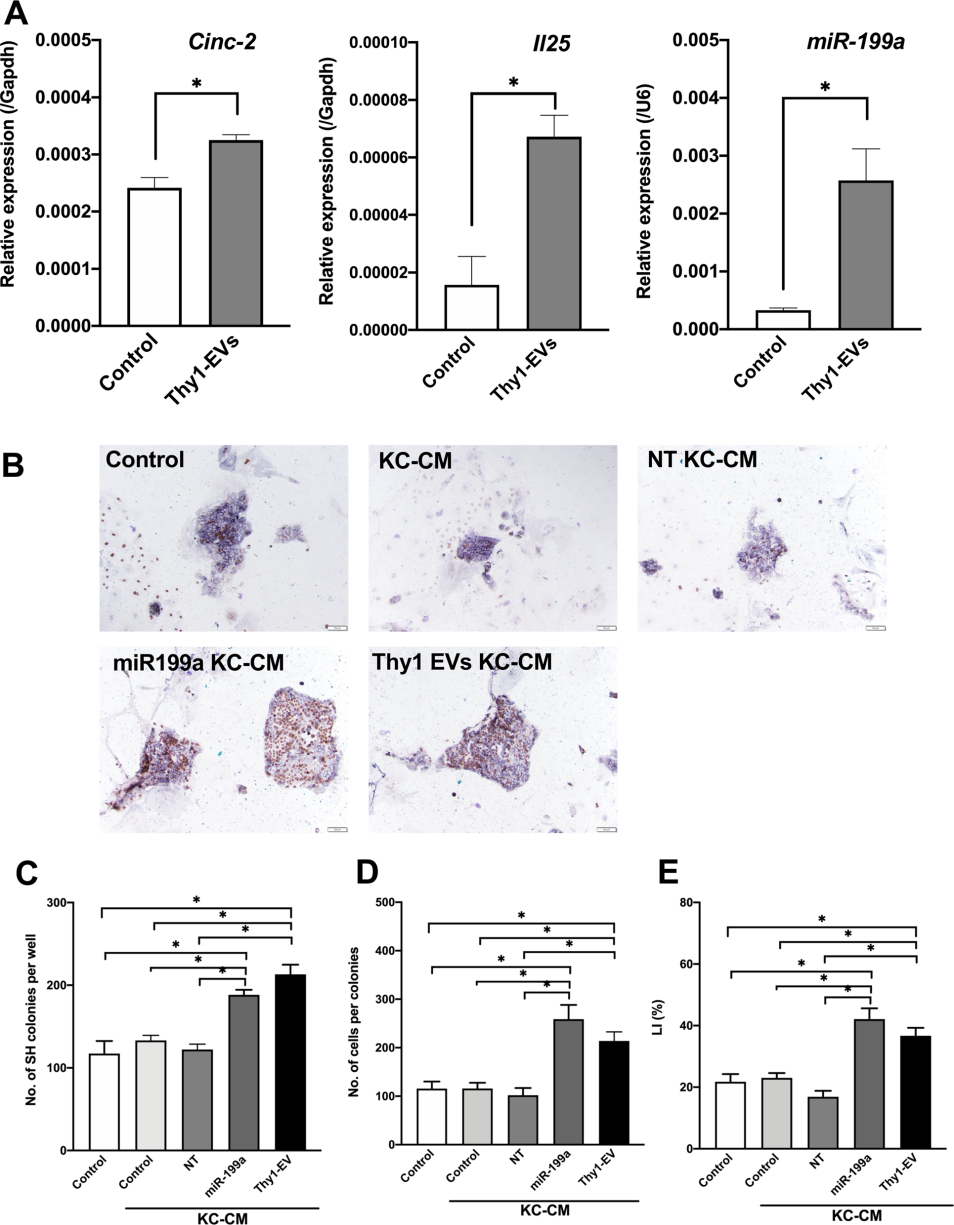
Activation of KCs by Thy1-EVs. Thy1-EVs were administered for 3 h after plating, and the cells were cultured for 48 h. Expression of *Cinc-2*,* Il25*, and *miR-199a-5p* was measured using quantitative reverse transcription polymerase chain reaction. Asterisk indicates significant differences at *p* < 0.05 (**A**). SHs were cultured in serum-free media on Matrigel-coated dishes. KC-CM with and without *miR-199a-5p* mimics and Thy1-EVs were added to SHs 3 h after plating and cultured for 7 days. *CM* conditioned medium, *EV* extracellular vesicle, *KC* Kupffer cell, *SHs* small hepatocytes. Panel **B** contains the photos of typical SH colonies treated with each CM. BrdU was added to the culture medium 24 h before fixation, and immunocytochemistry for BrdU was performed 7 days after plating. Scale bar, 100 μm. Total number of SH colonies per well (**C**), number of cells per colony (**D**), and percentage of cells with BrdU^+^ nucleus per colony (**E**) are shown. Asterisk indicates significant differences at *p* < 0.05

Next, we determined whether KCs treated with *miR-199a* mimics and Thy1-EVs can promote HPC growth. KC-CM, NT-CM, miR-199a-KC-CM, and Thy1-EVs-KC-CM were added to SH culture medium. miR-199a-KC-CM and Thy1-EVs-KC-CM were found to accelerate SH growth (Fig. 10B). At 7 days after plating, the number of SH colonies in treated medium increased approximately 1.5-fold compared with that in the control (Fig. 10C), and the size of the colonies in treated medium was significantly larger than that in the control (Fig. 10D). Additionally, SHs treated with miR-199a-KC-CM and Thy1-EVs-KC-CM showed higher LI than the control (Fig. 10E). Considering that the administration of *miR-199a* mimics accelerated SH growth (Fig. 6), these results indicate that Thy1-EVs induce KCs to secrete IL25 and *miR199a*, thereby accelerating HPC growth.

## Discussion

We previously reported that Thy1^+^ cells isolated from GalN-treated livers contain a heterogeneous population primarily consisting of MCs and LSPCs [20] and that the transplantation of Thy1^+^ cells and administration of Thy1-EVs activate the proliferation of SHPCs in Ret/PH-treated livers [27]. In the current study, we clarified that Thy1-MCs-secreted EVs can promote the expansion of SHPC clusters. As the specific cell surface markers of rat hepatic stellate cells (HSCs) have not yet been identified, we could not perform an independent experiment using sorted cells. However, consistent with a previous study [32], desmin^+^ cells in livers were not immunohistochemically stained with IL17B or IL25. In addition, SE-1^−^/CD68^−^ cells, which were sorted from nonparenchymal cells and included HSCs, did not express *Il17b* or *Il25* when Thy1-EVs were added to the culture medium. Therefore, we focused on the roles of both SECs and KCs in the growth regulation of SHPCs in this study. Furthermore, the inactivation of KCs by Gadolinium chloride (GdCl_3_) does not affect the growth of SHPCs in livers transplanted with Thy1^+^ cells [32], indicating that the phagocytic function of KCs plays an important role in the expansion of SHPCs. However, factors in Thy1-EVs that are crucial for activating IL17RB signaling and the mechanism by which they induce SHPC expansion remain unclear. In the current study, we first demonstrated that EVs secreted by Thy1-MCs, not by Thy1-LSPCs, play an important role in the acceleration of liver regeneration. Second, we determined that CINC-2 contained in Thy1-MC-EVs upregulated the production of IL17B in SECs and that KCs stimulated by Thy1-MCs could secrete CINC-2. Third, similarly to CINC-2, we determined that *miR-199a-5p* contained in Thy1-MC-EVs directly stimulate the proliferation of SHPCs and that KCs stimulated by Thy1-MCs could secrete *miR-199a-5p*.

CINC-1, CINC-2, and CINC-3 belong to the CXC chemokine family and are potent chemotactic factors for neutrophils [37, 38]. CINCs recruit neutrophils through CXCR2 receptor signaling [39]. In this study, we revealed that CINC-2 can induce *Il17b* expression in SECs and KCs; however, the induction was suppressed by neutralizing antibodies against CINC-2 and SB225001. These findings indicate that IL17B production in SECs and KCs is regulated by CINC-2/CXCR2 signaling. It is well known that lung-resident MSCs (LR-MSCs) contain a population of cells that can differentiate into alveolar epithelial type II cells [40]. Similar to bone marrow-derived MSCs, LR-MSCs express Thy1 in addition to Sca-1, CD29, CD44, and CD106. Rat alveolar epithelial type II cells reportedly secrete CINC-2 and MCP-1 in response to a combination of IL-1β, TNF-α, and IFN-γ [41]. Hence, it is possible that EVs secreted by Thy1^+^ LR-MSCs contain CINC-2 and MCP-1. We revealed that Thy1-MCs, which localize within the Glisson’s sheath in healthy rat livers, emerged in the lobules after GalN treatment and secreted EVs containing CINC-2 and MCP-1. Although portal Thy1^+^ cells isolated from healthy livers did not express CINC-2, TNF-α could induce the expression of CINC-2 in Thy1^+^ cells (data not shown). These results suggest that Thy1-MCs can secrete CINC-2 due to an inflammatory response. In this study, we showed that CINC-2 could act as a factor for inducing IL17B as well as a chemotactic factor for neutrophils.

Although CINC-2 cannot directly induce SH growth, the CM of CINC-2-treated SECs can promote SH proliferation. Additionally, SH growth was inhibited by the administration of a neutralizing antibody against IL17B and CXCR2 inhibitor. In livers transplanted with Thy1-MCs, SHPCs were stained intensively for IL17RB, and SECs in the clusters distinctly expressed IL17B. These findings indicate that SECs secrete IL17B via the CINC-2/CXCR signaling pathway and that the secreted IL17B promotes the growth of IL17RB^+^ SHPCs. In this study, EVs secreted by Thy1-MCs contained MCP-1 as well as CINC-2. Although we attempted to clarify the role of MCP-1 in the growth of HPCs, we observed that MCP-1 was neither involved in IL17RB signal transduction nor in the direct effect of HPC proliferation. It was reported that MCP-1 expression was highly upregulated by thioacetamide in mouse models of acute liver failure [42]. Transplantation of CCR2-overexpressed MSCs revealed that the donor cells rapidly migrated and localized to the injured areas and remained in the liver lesions for a longer time than the control cells, which promoted liver regeneration by the alleviation of liver injury with reduced inflammatory infiltration and hepatic apoptosis. Further, Chen et al. [43] demonstrated that human menstrual blood-derived stem cells can induce MCP-1 expression in HSC coculture, which suppressed the proliferation of activated HSCs. Although the relationship between MCP-1 and HSCs may play some roles in the current study, we did not perform any experiment to verify them. Hence, further experiments are warranted to verify the involvement of MCP-1 in the regeneration of livers transplanted with Thy1-MCs.

EVs are enriched with many bioactive molecules, such as proteins, lipids, RNA, and mitochondrial DNA [36]. Previously, we discovered that *miR-146a-5p* in EVs secreted by BM-MCs plays an important role in SHPC activation [32]. Therefore, we initially hypothesized that miRNAs in EVs secreted by Thy1-MCs are involved in SHPC growth. We selected *miR-125b*, *miR-145*, *miR-199a*, *and miR-451* based on the results of miRNA microarray and qRT–PCR analysis and identified *miR-125b* and *miR-199a* as factors that can enhance HPC proliferation by treating SHs with their mimics. It has been reported that *miR-125b* and *miR-199a* are associated with the growth regulation of hepatocytes [44–47]. However, the results regarding the effects of both miRNAs were inconsistent. Although Liu et al. [44] reported that *miR-199a* negatively regulated the growth of hepatocellular carcinoma cells by targeting CDC25A, *miR-199a* positively regulated hepatocyte proliferation by targeting TNF-α/TRADD/caspase 3 signaling, resulting in the acceleration of rat liver regeneration following 70%PH [45]. Contrarily, Hua et al. [46] reported that *miR-125b* suppressed the proliferation of hepatocellular carcinoma cells by targeting TXNRD1, whereas Yang et al. [47] showed that *miR-125b* overexpression by adeno-associated virus promoted the proliferation of mouse hepatocytes following 70% PH. However, in the current study, although we attempted to overexpress *miR-125b* in Thy1-MCs, commercial *miR-125b* vectors could not enhance the production of *miR-125b* in cells. It remains unclear whether *miR-125b* is involved in IL17RB signaling. Additionally, it is necessary to clarify the reason for the difficulty of inducing *miR-125b* overexpression in Thy1-MCs.

In this study, we revealed that *miR-199a* is involved in the regulation of HPC growth. Although the administration of *miR-199a* mimics promoted the growth of cultured SHs, *Il17rb* and *Il17b* were not expressed in SHs. Moreover, when miR199a-EVs secreted by *miR-199a*-overexpressing Thy1-MCs were administered to Ret/PH-treated rat livers, they could neither induce the emergence nor promote the expansion of SHPC clusters. Contrarily, the transplantation of *miR-199a*-overexpressing Thy1-MCs into Ret/PH-treated rat livers significantly promoted the expansion of SHPCs. Additionally, KCs treated with Thy1-EVs can upregulate the expression of *Cinc-2*, *Il25*, and *miR-199a-5p*. Moreover, when the cultured KCs were treated with either *miR-199a* or Thy1-EVs, both CMs could improve SH growth. However, when GdCl_3_ was administered to Ret/PH-treated rats before Thy1^+^ cell transplantation, the effect of growth stimulation on SHPCs was nullified [32]. Considering that KC activation caused by Thy1^+^ cell transplantation is important for the growth of SHPCs, a single administration of Thy1-EVs (i.e., transient exposure to *miR-199a-5p*) to SHPCs may be insufficient to promote in vivo SHPC growth. Further, Nguyen et al. [48] reported that KCs can regulate liver regeneration through CXCR2 signaling in acute liver disease. Although we did not examine the involvement of *miR-199a* in cell growth, Chen et al. [49] reported that *miR-199a* expression was associated with the differentiation of monocytes and macrophages. Thus, we hypothesized that phagocytosis of Thy1^+^ cells by KCs promotes the expansion of SHPC clusters. Considering these results, phagocytosis of Thy1-MCs by KCs may play a crucial role in the regulation of SHPC growth.

## Conclusions

In this study, we indicated that Thy1-MC transplantation accelerates liver regeneration due to the expansion of SHPC clusters, which is stimulated by CINC-2/IL17RB signaling and *miR-199a-5p* via the activation of both SECs and KCs, and the inducers are summarized as Fig. 11. These findings may provide valuable evidence to facilitate the development of therapeutics based on the substances produced by engineered cells for severe liver diseases, rather than the transplantation of these cells. Further experiments should be performed to elucidate the roles of *miR-125b* and MCP-1 and detailed mechanisms of *miR-199a* and IL17RB signaling in liver regeneration by Thy1-MC transplantation.

**Fig. 11:**
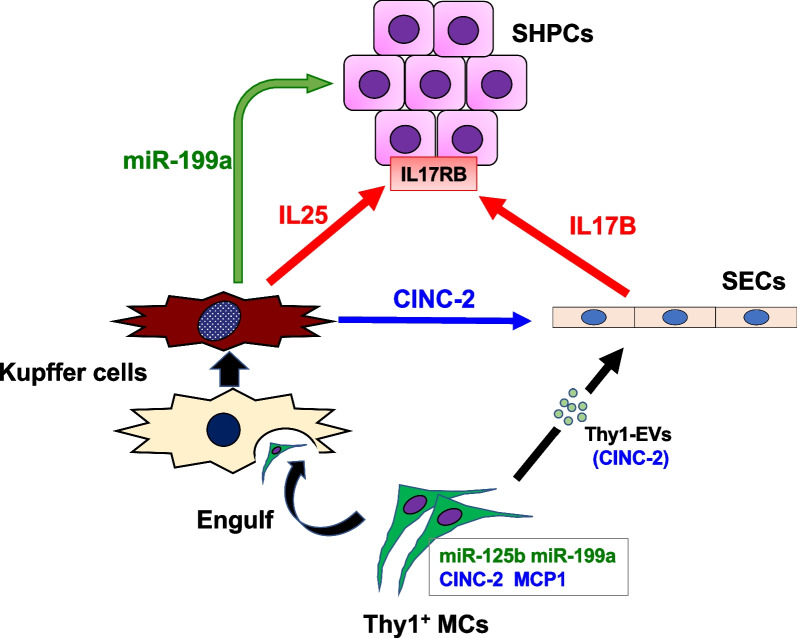
Mechanism of promoting SHPC growth by the transplantation of Thy1-MCs. IL17B, IL25, CINC-2, *miR-125b*, and *miR-199a* are identified as growth inducers of HPCs in liver regeneration induced by the transplantation of Thy1-MCs. The interactions between SHPCs, SECs, and KCs and the inducers are summarized as follows: (1) transplanted Thy1-MCs transiently remain in sinusoids and secrete EVs containing *miR-199a-5p* and CINC-2. (2) EVs directly affect SHPCs, resulting in the induction of IL17RB expression and promotion of SHPC growth by miRNAs in Thy1-MC-EVs. (3) EVs directly affect SECs, resulting in IL17B production via the CINC-2/CXCR2 signaling pathway. (4) KCs engulf Thy1-MCs to become activated, resulting in the secretion of EVs containing *miR-199a-5p* and CINC-2 in addition to IL25. (5) CINC-2 and *miR-199a-5p* in EVs secreted by KCs induce IL17B production in SECs and promote SHPC growth, respectively. (6) Promotion of SHPC growth via SECs and KCs persists for at least 2 weeks after transplantation of Thy1-MCs

## Supplementary Information

**Additional file 1.** Proteomic data of Thy1-EVs.

**Additional file 2.** List of antibodies and primers used in this experiment.

## Data Availability

All miRNA microarray data analyzed during the current study are registered in the GEO database (Accession No. GSE222517). The mass spectrometry proteomics data are available in the Proteome Xchange Consortium database (Accession No: PXD039384).

## Abbreviations

LSPCs: Liver stem/progenitor cells
GalN: D-galactosamine
PH: Partial hepatectomy
SHs: Small hepatocytes
MHs: Mature hepatocytes
MCs: Mesenchymal cells
SHPCs: Small hepatocyte-like progenitor cells
Ret: Retrorsine
IL: Interleukin
RB: Receptor B
SECs: Sinusoidal endothelial cells
KCs: Kupffer cells
EVs: Extracellular vesicles
CINC-2: Cytokine-induced neutrophil chemoattractant-2
MCP-1: Monocyte chemotactic protein 1
DPPIV: Dipeptidyl peptidase IV
CM: Conditioned medium
HPCs: Hepatocytic progenitor cells

# Supplementary material for: CINC-2 and miR-199a-5p in EVs secreted by transplanted Thy1+ cells activate hepatocytic progenitor cell growth in rat liver regeneration
**Source:** Stem Cell Res Ther. 2023 May 16;14:134. doi: 10.1186/s13287-023-03346-z
**Supplement:** Supplementary file 2 — Additional file 2. List of antibodies and primers used in this experiment.

**Table S1** List of antibodies used in the experiments.

| Antibodies | Host | Supplier | Dilution |
| --- | --- | --- | --- |
| CD90 (Thy1) | Mouse | Serotec, Raleigh, NC (cat. no. MCA47R) | 1:500 |
| CD73 | Mouse | BD Biosciences Pharmingen, Franklin Lakes, NJ (cat. no. 551123) | 1:200 |
| CD44 | Mouse | BD Biosciences Pharmingen, Franklin Lakes, NJ (cat. no. 554869) | 1:1000 |
| CD68 | Mouse | Serotec, Raleigh, NC (cat. no. MCA341R) | 1:500 |
| CD271 | Mouse | Abcam, Cambridge, UK (cat.no. ab6172) | 1:100 |
| CD31 | Mouse | Abcam, Cambridge, UK (cat.no. ab64543) | 1:100 |
| IL17RB | Rabbit | Bioss, Boston, USA (cat. no. bs-2610R) | 1:500 |
| IL17B | Rabbit | Cloud-Clone Corp, USA (cat. no. PAB700Ra01) | 1:200 |
| Hepatocyte nuclear factor 4α (HNF4α) | Goat | Santa Cruz, Santa Cruz, CA (cat. No. sc-6556) | 1:200 |
| SE-1 | Mouse | Immuno-Biological Lab., Takasaki, Japan (cat. no. 10078) | 1:200 |
| BrdU | Mouse | DakoCytomation, Glostrup, Denmark (cat. no. M0744) | 1:200 |
| Mouse IgG2a+b microbeads | Rat | Miltenyi Biotec, Bergisch Gladbach, Germany (cat. no. 130-047-201) | 1:5 |
| Alexa 488-conjugated anti-mouse | Goat | Molecular Probes, Eugene, OR (cat. no. A11029) | 1:500 |
| Alexa 488-conjugated anti-mouse | Rabbit | Molecular Probes, Eugene, OR (cat. no. A11059) | 1:500 |
| Alexa 594-conjugated anti-mouse | Goat | Molecular Probes, Eugene, OR (cat. no. A11005) | 1:500 |
| Alexa 488-conjugated anti-rabbit | Donkey | Molecular Probes, Eugene, OR (cat. no. A21206) | 1:500 |
| Alexa 594-conjugated anti-rabbit | Donkey | Molecular Probes, Eugene, OR (cat. no. A21207) | 1:500 |
| Alexa 594-conjugated anti-goat | Donkey | Molecular Probes, Eugene, OR (cat. no. A11058) | 1:500 |
| Biotin-conjugated anti-mouse | Horse | Vector Laboratories, Burlingame, CA (cat. no. BA-2000) | 1:200 |

**Table S2** List of primers used in the experiments of real-time PCR.

| Genes | Real-Time PCR Primers(Assay ID) |
| --- | --- |
| IL17rb | Rn01450514_m1 |
| IL17b | Rn01501362_m1 |
| IL25 | Rn04244818_m1 |
| Cinc-2(Cxcl3) | Rn01414231_m1 |
| Gapdh | Rn01775763_g1 |
| miR-125b-5p | 000449 |
| miR-145-5p | 002278 |
| miR-199a-5p | 000498 |
| miR-451-5p | 001141 |
| let-7f-5p | 000382 |
| miR-3473 | 475642 |
| U6 | 001973 |

How the deposited data were processed for this re-analysis (not part of the article)

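Extracellular vesicle miRNA was measured on 12 rat miRNA arrays, 3 each for EVs of Thy1-MCs, SHs, MHs and bone marrow MSCs. The authors deposited per array the raw intensity of each probe, the intensity after background subtraction and a normalized intensity. A combined table of the normalized intensity differs from the per-array values by less than 0.05. From the values, the background is the mean of the array's blank spots without 5% at either end, a probe is detected when its raw intensity lies above that mean plus 2 SD. The normalized intensity is on a linear scale with the median of the detected probes of each array at 25. Of 8724 probe values checked against the detection rule, 6 lay outside it, all within 0.1 of the limit. The scanner and the image software are not given in the sources used here, and neither is a slide or scan date.
The raw intensity was used here. It was background-corrected against the blank spots by normexp with an offset of 50, quantile-normalized over the 12 arrays and taken to the log2 scale with limma 3.58.1 in R 4.3.3. The 2 flagged probe values were left out. Probes detected on every array of at least 1 group were tested, 387 of 727. A linear model with 1 mean per group was fitted to all 12 arrays with moderated variances (lmFit and eBayes of limma). P-values were adjusted by the Benjamini-Hochberg method over the probes tested, with a threshold of 0.05. Every adjusted p of a single miRNA is from this limma model. Where an miRNA was detected on no array of a group and on all 3 of the other, its fold is given as a lower bound, computed against the lowest detected level of each array on which it was missing. For an overlap of comparisons that share the Thy1-MC-EV arrays, 100 data sets with no effect were simulated, and the count that independent calls would give was computed.
The samples were grouped by the cells that secreted the EVs. The comparisons were Thy1-MC-EVs against SH-EVs, Thy1-MC-EVs against MH-EVs and SH-EVs against MH-EVs. Each of them was also compared with MSC-EVs for the closing section. The 12 miRNA lists were the study-selected, hepatocyte, mesenchymal, erythroid, leukocyte, endothelial, epithelial and biliary, let-7, miR-17/92, Dlk1-Dio3, miR-290 cluster, and neuronal and muscle lists. Each was tested for a shift relative to the other probes by camera of limma with a preset correlation of 0.01 and again with an estimated correlation, adjusted over lists and comparisons. Lists with under 3 tested members gave counts only. The labels number the replicates in each group, and no source says what a number stands for. For Thy1-MC-EVs against MH-EVs all 3 pairs of arrays with the same number deviated together from their group means (correlations of 0.31, 0.20 and 0.32), while in every other comparison at least 1 pair did not. With 3 arrays per group, such a match in 1 comparison can arise by chance, so this check does not decide whether the numbers pair the samples. By the methods, Thy1-positive cells come from injured livers and MHs from healthy ones, so a number does not mark a shared animal there. The lists, the model, the alternatives and the rule for named miRNAs were chosen before the data were examined. By that rule the text may name every miRNA the paper names, from each list and comparison the up to 4 members with the smallest adjusted p and any that go against the others. It may also name the 10 highest and 10 lowest fold changes that passed with groups that do not overlap, among probes detected on every array of both groups, up to 5 more per direction as bounds, and every miRNA over 5-fold in both comparisons. The text gives examples from this set. MiR-16-5p, miR-92a-3p and miR-203a-3p were added as members of their lists after their values were seen.
The alternatives were other background corrections, other normalizations, the authors' normalized intensities, other filters on dim probes, fewer arrays in the fit, and the methods' t-test. Others were limma with array weights or with an intensity trend, a replicate block, other forms of the 5-fold criterion, an estimated correlation and leaving out each replicate in turn. In fits of the authors' normalized intensities, a probe not detected on an array took the lowest value of that array. Detection against the spots without a probe, scaling by the spike-in control spots and counting flagged spots as not detected were added after seeing the data. The model was tested on simulated data with the spread of these arrays, in which 100 of 386 miRNAs were changed. Over 20 runs it recovered 59.0% of the miRNAs changed 1.5-fold, 80.8% at 2-fold, 96.0% at 3-fold and 99.2% at 5-fold. Of its calls 4.06% were false. The simulated noise was independent for each miRNA, and the simulated values went through no normalization or detection limit, so these shares need not hold for the real arrays. The proteomic values of a supplement hold no miRNA and were not analysed here. The qRT–PCR and cytokine array values are not given in the sources used here.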

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

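The tests of the 3 patterns weighed here were chosen after their results had been seen, and the comparison with other splits of the arrays was planned.

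The series holds arrays of MSC-EVs that the Results do not report, and 91 miRNAs differed between Thy1-MC-EVs and MSC-EVs. Among them miR-146a-5p was at least 21.5-fold higher in MSC-EVs. MiR-125a-3p, which the paper does not discuss, had a log2 fold change of 2.40 in Thy1-MC-EVs against SH-EVs. Also outside the miRNAs it discusses, miR-122-5p had a log2 fold change of -4.55 and miR-291a-5p of -2.93 in Thy1-MC-EVs against MH-EVs. For the counts of changed miRNAs, 3 against 3 make 10 splits, too few for a share under 0.05. Fitted on the 6 arrays of a comparison, the real split gave 69 changed miRNAs and the highest other split 3 for Thy1-MC-EVs against SH-EVs, and 102 and 0 for Thy1-MC-EVs against MH-EVs. For SH-EVs against MH-EVs the pair was 123 and 0. For Thy1-MC-EVs, SH-EVs and MH-EVs with MSC-EVs it was 80 and 0, 99 and 0, and 110 and 0. In each comparison 1 split, the real one, reached the real value. Each other split mixes arrays of both groups, so a difference between the groups widens its spread and lowers its count. The size of the gap is therefore not a measure of chance.

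MiR-451-5p was at 10.93 on the log2 scale in Thy1-MC-EVs and was detected on no SH-EV array. The choice of background correction or normalization is argued against as its cause, since the lowest log2 fold change against SH-EVs over these settings was 4.25. Erythroid RNA in the Thy1-MC cultures is a candidate source, since miR-144-3p, from the same locus, also passed against SH-EVs, though its fitted log2 fold change of 0.86 rests on SH-EV arrays on which it was not detected and only a 1.40-fold difference lies above their detection limit. Other miRNAs abundant in red cells did not follow: miR-16-5p was at 7.94 in Thy1-MC-EVs and 7.56 in SH-EVs, miR-92a-3p at 7.75 and 9.28, and miR-25-3p at 8.17 and 9.92, but all are well expressed in every group, which would hide a small share. MiR-451-5p was also high in MSC-EVs, by 5.29 on the log2 scale against SH-EVs without background correction, so a high level is not particular to Thy1-MC-EVs. The methods sort the cells magnetically for Thy1, which would remove cells without it, and expression of miR-451-5p in Thy1-MCs or RNA carried over from the injured liver stay open and were not tested.

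In the authors' normalized intensities only miR-451-5p of the 6 selected miRNAs, listed for 1 MH-EV array, was over 5-fold higher in Thy1-MC-EVs than in MH-EVs, and 3 of the others were higher in MH-EVs. Scaling to the median of each array's detected probes is argued against as the whole reason the 5 others were under 5-fold as a set. The highest median of their log2 fold changes over the other background and normalization settings was 1.57, with plain background subtraction. It lay below a 5-fold difference by more than 2 standard errors, taken as the median standard error of the 5 in the quantile-normalized fit. The wider or narrower spread under plain subtraction was not used, so this margin is approximate. MiR-145-5p and miR-3473 reached 4.42-fold and 4.43-fold, which is within 2 standard errors of a 5-fold difference. For the 3 that were higher in MH-EVs the scaling to each array's own median is a candidate explanation. Over the 150 probes detected on all arrays the median log2 difference of Thy1-MC-EVs minus MH-EVs was -1.54 in the authors' normalized intensities. The spike-in spots of the MH-EV arrays were dimmer than those of every other array by at least 1.86 on the log2 scale, but all 3 arrays of the group share this, so a different scan or labelling of these arrays cannot be told apart from the group. A larger amount of miRNA in MH-EVs stays open and was not tested.

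MiR-291a-5p, miR-294 and miR-290, of an embryonic stem cell cluster, gave a signal in MH-EVs. A detection limit at the level of spots without a probe is argued against, since on each MH-EV array the dimmest of the 3 lay above the brightest such spot, by a log2 ratio of at least 2.11. Expression of the cluster stays open and was not decided: 6 of its 10 probes were detected on all 3 MH-EV arrays, but so were 379 of all 727 probes, so this count does not speak for or against it. Binding of another RNA to these probes was not tested.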

How the results depend on the processing

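Detection against the spots without a probe, scaling by the spike-in control spots and counting flagged spots as not detected were chosen after seeing the data, and the other alternatives were planned. Of the 71 values of named miRNAs, taken over the alternatives, 1749 results kept their direction and side of the threshold, 114 kept the direction and no longer passed, 33 newly passed and 13 turned. Of the 24 list shifts, 495 results were kept, 132 no longer passed and 5 turned, and of the counts 199 stayed within 1.5 times and 62 moved. The cause was not tested except where fewer probes or fewer arrays were used by construction.

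The count of changed miRNAs was 56 for Thy1-MC-EVs against SH-EVs. It was 32 with plain background subtraction, 24 after median scaling, 22 and 35 with the 75th percentile of the common and of all probes, and 6 without normalization. It was 35 over probes detected on all 12 arrays, 102 with the methods' t-test at its threshold and 17 after adjustment, 134 with array weights and 5 with spike-in scaling. It ranged from 30 to 52 when 1 replicate was left out. The lowest count came without SH-EV replicate 3, and counts moved over 1.5 times also without SH-EV replicate 2 and Thy1-MC-EV replicates 1 and 2. For Thy1-MC-EVs against MH-EVs (116) it was 226 with the authors' normalized intensities, 62 over probes detected on all 12 arrays, 142 with the methods' t-test at its threshold and 74 after adjustment, and 364 with spike-in scaling. For SH-EVs against MH-EVs (126) it was 79 without normalization, 232 with the authors' values, 69 over the 12-array probes, 152 and 80 with the methods' t-test, 205 with array weights and 360 with spike-in scaling. For Thy1-MC-EVs against MSC-EVs (91) it was 38 after median scaling, 30 with the 75th percentile of the common probes, 42 with cyclic loess, and 10 without normalization. It was 45 and 55 over probes detected on all 12 arrays and on all arrays of the pair, 121 and 23 with the methods' t-test and 31 with spike-in scaling. For MSC-EVs against SH-EVs (107) these settings gave 64, 50, 70, 47, 50, 51, 129, 56 and 49. For MSC-EVs against MH-EVs (137) it was 253 after median scaling, 264 with the 75th percentile of the common probes and 264 with the authors' values. It was 64 and 75 with the stricter filters, 148 and 89 with the methods' t-test and 374 with spike-in scaling.

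The number of miRNAs over 5-fold in both comparisons (2) was 6 with plain background subtraction and 1 without normalization, with the authors' values, with either stricter filter, with the adjusted t-test of the methods and with spike-in scaling. Of the 6, only miR-451-5p was among those the paper selected. The number was 1 to 2 when a replicate was left out, with 1 without Thy1-MC-EV replicate 2, SH-EV replicate 1 or MH-EV replicate 3. Of the study-selected miRNAs (1) it was 0 with either stricter filter, which exclude miR-451-5p because it was missing on SH-EV arrays. It was 2 with a fold over at least 1 of SH-EVs and MH-EVs. Of the 8 shifts of lists among Thy1-MC-EVs, SH-EVs and MH-EVs, 5 passed with the 75th percentile of all probes, 3 with an estimated correlation and 7 to 9 without 1 replicate.

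Against MH-EVs, miR-125b-5p turned to -0.30, miR-199a-5p to -0.74 and let-7f-5p to -1.26 with the authors' values, and let-7f-5p to -0.0901 without normalization. With spike-in scaling miR-125b-5p turned to -1.48, miR-145-5p to -1.04, miR-199a-5p to -1.84, let-7f-5p to -2.16, miR-3473 to -0.83, miR-125b-1-3p to -0.22, miR-664-1-5p to -0.50 and miR-141-5p to -1.30. The same scaling turned miR-451-5p in Thy1-MC-EVs against MSC-EVs to 0.0616. The shift of the mesenchymal list in Thy1-MC-EVs against MSC-EVs turned after median scaling (adjusted p = 0.881) and with the 75th percentile of the common probes (0.819). That of the let-7 list in MSC-EVs against MH-EVs turned with both (0.936 and 0.986) and with the 75th percentile of all probes (0.996).

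Deviations from the group means correlated above 0.1 in 11 of 18 pairs of arrays with the same replicate number (-0.31 to 0.48). Of 12 arrays 5 correlated best with those of their own number, so the numbers were not taken to pair the samples. In Thy1-MC-EVs against MH-EVs all 3 pairs correlated, which this check cannot tell from chance. With the number as a block over all 12 arrays the counts were 70, 125, 132, 103, 113 and 144 in the order above, and no call of a named miRNA or list changed. A block for slide or scan date was not run because the files give none, and the methods' t-test was not run for the shifts of lists. The stricter filters gave no value for miRNAs they exclude, and the fit to 9 arrays none for MSC-EVs. The forms of the 5-fold criterion apply only to the counts over 5-fold. Where 1 replicate was left out, the group kept 2 arrays. Signal over background limits the dim probes: 298 were tested when detection was set against the spots without a probe.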

Differences from the paper's values

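Of the settings named here, detection against the spots without a probe and scaling by the spike-in control spots were chosen after seeing the data.

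The paper's value for miRNAs selected as more than 5-fold higher in Thy1-MC-EVs than in both SH-EVs and MH-EVs is 6, and 1 of these 6, miR-451-5p, met the criterion here at an adjusted p under 0.05. Counted on the fold alone, none of the 28 alternatives set before the data were examined reached 6, and over them the count was 0 to 1. Those that change only the test leave each fold as it was, so they could not give another count. A fold over at least 1 of SH-EVs and MH-EVs, a looser criterion than the paper's, gave 2 in the quantile-normalized fit. This form was not counted under the other settings. The paper gives the criterion as a fold, and its methods name Student's t test for microarray data with a threshold of 0.05. On the fold alone the count was 1 as well.

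For miR-125b-5p against MH-EVs the paper's value is over 5 and the fold here was 2.70. Of the 25 alternatives set before the data were examined, 1 lay within 1.5 times of the paper's value, the fit without Thy1-MC-EV replicate 3 (3.64), and the other 24 did not, down to 0.812 with the authors' normalized intensities. Here and for the miRNAs below, alternatives that change only the test, the filter or the estimate of the spread return the same fold by construction. They add no evidence on its size. For miR-199a-5p the paper's value is over 5 in both comparisons. The folds were 1.57 against SH-EVs (1.32 to 2.92 over 25 alternatives) and 1.39 against MH-EVs (0.598 to 2.20). No alternative set before the data were examined came within 1.5 times. For let-7f-5p the paper's value is again over 5. The folds were 1.40 against SH-EVs (1.19 to 1.94) and 1.21 against MH-EVs (0.419 to 1.76), with no such alternative either.

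For miR-125b-5p against SH-EVs, which the paper also gives as over 5, the fold here was 4.96 and passed 5 with plain background subtraction (6.20), with an offset of 16 (5.47), after median scaling (5.74), with the 75th percentile of all probes (5.66), and with cyclic loess (5.36). It did so also without normalization (5.04), with the authors' normalized intensities (6.61), with 9 arrays (5.17), with array weights (5.59), without Thy1-MC-EV replicate 3 (6.69) and with scaling by the spike-in control spots (5.23). MiR-145-5p was over 5-fold against SH-EVs (6.32) and at 3.70 against MH-EVs, where the highest alternative gave 4.42 with plain background subtraction. MiR-3473, also over 5 in the paper, had folds of 3.22 against SH-EVs and 3.25 against MH-EVs, more than 1.5 times below 5 but by less than the spread between replicates, and it was at most 4.59 and 4.49, without SH-EV replicate 1 and without MH-EV replicate 1. MiR-451-5p was over 5-fold in both comparisons under each alternative that gave a value.

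From its arrays the paper gives miR-199a-5p, let-7f-5p and miR-3473 as higher in Thy1-MC-EVs, and here they did not pass the test. The paper's qRT–PCR then gave miR-199a-5p as relatively higher in Thy1-MC-EVs, along with miR-125b-5p, miR-145-5p and miR-451-5p. Only these were analysed further in the paper, so let-7f-5p and miR-3473 were not. The qRT–PCR values are not given in the sources used here. The fits to 9 and to 6 arrays named next leave out the MSC-EV arrays. MiR-199a-5p passed against SH-EVs with plain background subtraction, an offset of 16, 9 arrays, 6 arrays, the methods' t-test with and without adjustment, and array weights. It passed against MH-EVs after median scaling, with the 75th percentile of the common probes, 9 arrays, 6 arrays and the methods' t-test with and without adjustment. Let-7f-5p passed against SH-EVs with 6 arrays, the methods' t-test before adjustment and array weights. MiR-3473 passed against SH-EVs after median scaling, with either 75th percentile, with the authors' normalized intensities, with array weights and without SH-EV replicate 1. It passed against MH-EVs with an offset of 16, after median scaling, with either 75th percentile, with cyclic loess, with either stricter filter, with the intensity trend, without Thy1-MC-EV replicate 2 and without MH-EV replicate 1. It also passed against MH-EVs with detection against the spots without a probe, which was chosen after seeing the values. In the heat map of Fig. 5A the MH-EV columns of miR-125b-5p, miR-199a-5p and let-7f-5p are as strongly coloured as those of Thy1-MC-EVs or more so, whereas the text gives all 6 as higher in Thy1-MC-EVs. In the authors' normalized intensities these 3 had ratios of Thy1-MC-EVs to MH-EVs of 0.781, 0.622 and 0.428, and miR-145-5p and miR-3473 of 1.46 and 1.27. MiR-451-5p was listed for 1 of the 3 MH-EV arrays, and no ratio is given. In the same intensities the ratios of Thy1-MC-EVs to SH-EVs were 6.58 for miR-125b-5p and 10.5 for miR-145-5p. They were 4.71 for miR-3473, 2.62 for miR-199a-5p and 1.79 for let-7f-5p, and miR-451-5p was listed for no SH-EV array. The legend of Fig. 5A names hepatic Thy1-MCs as the comparator, and the groups compared here are Thy1-MC-EVs against SH-EVs and MH-EVs.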

Other observations

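MiR-146a-5p, a regulator of innate immune signalling, was detected on all 3 MSC-EV arrays and on no Thy1-MC-EV or SH-EV array. It was at least 22.8-fold higher in MSC-EVs than in SH-EVs (adjusted p = 3.28e-07 from limma) and higher than in MH-EVs by 3.89 on the log2 scale (standard error 0.27, 3.54 without background correction and 5.14 with plain subtraction). Its fold over Thy1-MC-EVs carries an adjusted p = 1.02e-06. Against MH-EVs, miR-146a-5p was at least 1.45-fold lower in Thy1-MC-EVs (log2 fold change -0.92, adjusted p = 0.0255). This call ended without Thy1-MC-EV replicate 1 (-0.96), 2 (-0.88) or 3 (-0.93) and without MH-EV replicate 1 (-0.78) or 2 (-0.88). It also ended without background correction (-0.69), after median scaling (-0.35), with the 75th percentile of the common (-0.23) or of all probes (-0.84), with cyclic loess (-0.71) and without normalization (-1.14), while plain subtraction kept it at -5.27. MiR-146b-5p, of the same family and detected on 1 of 3 Thy1-MC-EV arrays, had a log2 fold change of -2.91 in Thy1-MC-EVs against MSC-EVs (standard error 0.23, -2.48 without background correction and -7.51 with plain subtraction) and miR-142-5p, a leukocyte miRNA detected on 2 of them, of -1.47 (standard error 0.09, -1.21 and -3.01 with the same corrections). MiR-16-5p and miR-221-3p, which act on the cell cycle, were both at -2.76 (standard errors 0.23 and 0.23), and miR-221-3p was at -2.48 and -3.74 with the same corrections. In the other direction miR-10a-5p was at least 4.34-fold higher in Thy1-MC-EVs, and miR-31a-5p, detected on 2 of 3 MSC-EV arrays, and miR-664-1-5p were higher by 1.97 (1.74 and 2.87 with the same corrections) and 2.29 (2.06 and 3.07). MiR-451-5p was at least 49.5-fold higher in MSC-EVs than in SH-EVs (adjusted p = 7.16e-09) and, with 1 of 3 MH-EV arrays detected, higher than in MH-EVs by 5.97 (5.36 without background correction and 11.37 with plain subtraction). It was lower in Thy1-MC-EVs than in MSC-EVs with a log2 fold change of -1.06 (standard error 0.21), a call that was lost with plain background subtraction (-1.09), after median scaling (-0.62), with the 75th percentile of the common (-0.87) or of all probes (-0.24), with cyclic loess (-0.80), without normalization (-0.03), with the authors' normalized intensities (-0.19) and in the t-test of the methods after adjustment. Its direction turned to 0.06 with scaling by the spike-in control spots.

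MiR-122-5p fell by 5.66 on the log2 scale in MSC-EVs against MH-EVs (standard error 0.40), and miR-375-5p was higher by 4.34 (standard error 0.49). MiR-182 was at least 9.42-fold lower in MSC-EVs than in SH-EVs, and miR-16-5p was higher by 3.15. Of the 11 leukocyte miRNAs, 5 were lower and 1 higher in Thy1-MC-EVs than in MSC-EVs (5 and 2 when adjusted over the list alone, adjusted p = 0.0106). Of the same list 6 were higher in MSC-EVs than in MH-EVs (6 when adjusted over the list alone, adjusted p = 0.00793). Against SH-EVs it went both ways, with 5 higher and 3 lower in MSC-EVs (6 and 3 when adjusted over the list alone, adjusted p = 0.00851). These shifts of the leukocyte list were lost with the stricter filters on dim probes. Of the 5 erythroid miRNAs, 3 were higher and 1 lower in MSC-EVs than in SH-EVs (adjusted p = 0.0313 with camera, 0.0502 without MSC-EV replicate 2). In MSC-EVs 3 were higher and none was lower than in MH-EVs (adjusted p = 0.00793). The counts over the list alone were the same. In Thy1-MC-EVs 2 were lower than in MSC-EVs (3 when adjusted over the list alone, adjusted p = 0.0145). Of the 8 hepatocyte miRNAs that passed in MSC-EVs against MH-EVs all were lower (9 when adjusted over the list alone, adjusted p = 0.000716). Of the 24 mesenchymal miRNAs, 11 were higher and 1 lower in MSC-EVs than in SH-EVs (11 and 1 when adjusted over the list alone, adjusted p = 0.00316). In MSC-EVs 13 were higher and 2 lower than in MH-EVs (13 and 3 when adjusted over the list alone, adjusted p = 0.000295). Against MSC-EVs, 8 were lower and 3 higher in Thy1-MC-EVs (9 and 3 when adjusted over the list alone, adjusted p = 0.0213), a shift that no longer passed without Thy1-MC-EV replicate 1 (0.0526) or MSC-EV replicate 2 (0.0899) and turned after median scaling. Other lists also shifted down in this comparison. The epithelial and biliary list had 5 lower and 1 higher (adjusted p = 0.00316 with camera). The miR-17/92 list had 4 lower (0.00316) and the let-7 list 2 lower and 1 higher (0.0357). The let-7 shift no longer passed without Thy1-MC-EV replicate 1 (0.0800) or MSC-EV replicate 2 (0.104). The 6 study-selected miRNAs were all higher in MSC-EVs than in SH-EVs and than in MH-EVs (6 and 6 when adjusted over the list alone, adjusted p = 2.36e-05 and 0.000295). The study chose them against the same SH-EV and MH-EV arrays, so these shifts are not independent evidence. In Thy1-MC-EVs 2 of the 6, among them miR-451-5p, were lower than in MSC-EVs (2 when adjusted over the list alone, adjusted p = 0.0694). With an estimated correlation no list passed in a comparison with MSC-EVs, and the smallest adjusted p was 0.0720. For the hepatocyte list in Thy1-MC-EVs against MSC-EVs the mean had the opposite sign to the median and the test, and for the hepatocyte and miR-290 cluster lists in MSC-EVs against SH-EVs the test had the opposite sign to both. None of these shifts passed.

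The comparisons with MSC-EVs were planned, and scaling by the spike-in control spots was chosen after seeing the data. In Thy1-MC-EVs against MSC-EVs 50 miRNAs were higher and 41 lower, which became 17 and 21 after median scaling, 8 and 22 with the 75th percentile of the common probes, 52 and 15 with that of all probes, and 15 and 27 with cyclic loess. They became 7 and 3 without normalization, 58 and 10 with the authors' normalized intensities and 28 and 3 with scaling by the spike-in control spots. In MSC-EVs against SH-EVs 47 were higher and 60 lower. These became 42 and 22 after median scaling, 30 and 20 with the 75th percentile of the common probes and 43 and 27 with cyclic loess. They became 11 and 36 without normalization, 29 and 83 with the authors' normalized intensities and 8 and 41 with spike-in scaling. In MSC-EVs against MH-EVs 57 were higher and 80 lower. These became 214 and 39 after median scaling and 240 and 24 with the 75th percentile of the common probes. They became 13 and 118 without normalization, 14 and 250 with the authors' normalized intensities and 1 and 373 with spike-in scaling. Median scaling moved the median log2 fold change to -0.36, 0.43 and 0.95 in these comparisons, and spike-in scaling moved it to 0.33, -0.39 and -2.60. At an unadjusted p under 0.05 the counts were 139, 153 and 174.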
